# Pancreatic Islet Cell Crosstalk: Insight Into α‐/β‐Cell Compensatory Mechanisms

**DOI:** 10.1002/cph4.70158

**Published:** 2026-05-01

**Authors:** Štěpánka Benáková, Blanka Holendová, Jurij Dolenšek, Monika Křivonosková, Andraž Stožer, Lydie Plecitá‐Hlavatá

**Keywords:** cAMP signaling, diabetes, GCGR, GLP‐1R, insulin secretion, pancreatic islet, paracrine signaling

## Abstract

To investigate the compensatory role of α‐cell‐derived paracrine signaling through glucagon and GLP‐1 receptors in maintaining β‐cell function when insulin secretion is compromised. A β‐cell‐specific *Nox4* knockout mouse (*Nox4* ^βKO^) displays defective glucose‐stimulated insulin secretion and develops a prediabetic phenotype. To uncover the adaptive changes, we ran a detailed analysis of *Nox4* ^βKO^ pancreatic islets. We analyzed their composition, hormone secretion dynamics, receptor expression profiles, and downstream signaling pathways by immunocytochemistry, flow cytometry, RNA sequencing, cAMP assays, and insulin or glucagon secretion assays using both isolated islets and pancreatic slices across different glucose levels and receptor‐modulating conditions. Prediabetic *Nox4* ^βKO^ islets showed increased α‐cell numbers, expansion of bihormonal cells, and elevated production of glucagon and GLP‐1. Receptor profiling revealed a shift in receptor engagement: whereas GLP‐1R dominated in wild‐type islets, GCGR signaling gained prominence in *Nox4* ^βKO^ islets. This functional rebalancing is consistent with an adaptive response to emerging β‐cell dysfunction. Functional assays demonstrated that insulin secretion in prediabetic islets became increasingly reliant on glucagon‐driven potentiation of GLP‐1R and cAMP‐dependent pathways. Transcriptomic and signaling data confirmed enhanced expression of cAMP‐related intermediates and calcium‐handling components, indicating partial preservation of insulin secretory capacity despite underlying defects. α‐cell remodeling and flexible engagement of glucagon and GLP‐1 receptors act as key compensatory mechanisms that may help to sustain insulin secretion during early β‐cell stress. The context‐dependent plasticity of intra‐islet receptor activation highlights a coordinated multicellular adaptation in prediabetes and suggests that targeting intra‐islet endocrine crosstalk may help preserve β‐cell function in prediabetes.

## 1 Introduction

Pancreatic islets maintain systemic nutrient homeostasis through coordinated interactions among β‐, α‐, and δ‐cells, mediated by paracrine signaling, electrical coupling, and adhesion contacts (Felix‐Martinez and Godinez‐Fernandez 2023; Hill and Hill 2024). These communication pathways enable precise regulation of hormone secretion. In healthy islets, β‐cells influence α‐cell activity by releasing signaling molecules such as insulin, GABA, serotonin, urocortin‐3, and zinc ions (Huising 2020). In turn, α‐cells contribute to islet homeostasis by secreting glucagon and the incretin hormone glucagon‐like peptide‐1 (GLP‐1), while δ‐cells release somatostatin to inhibit both insulin and glucagon. Electrical coupling via connexin 36 synchronizes β‐cell activity, supporting oscillatory electrical activity and calcium signaling essential for pulsatile insulin release (Serre‐Beinier et al. 2009). Disruption of these intercellular networks, particularly paracrine crosstalk, plays a central role in the pathogenesis of type 2 diabetes (T2D). Increasing evidence points to functional heterogeneity and plasticity within α‐ and β‐cell populations, which may underlie compensatory responses during metabolic stress (Bramswig et al. 2013).

α‐cells are no longer viewed as passive β‐cell antagonists. Instead, they actively contribute to islet regulation by secreting preproglucagon‐derived peptides, primarily glucagon and GLP‐1, which modulate insulin secretion. Their production is determined by prohormone convertase (PC) activity: PC2 favors glucagon generation, whereas PC1/3 promotes GLP‐1 production (Mojsov et al. 1986), particularly under metabolic stress (Mezza et al. 2025; Nie et al. 2000; Ellingsgaard et al. 2011). PC1/3 expression has been associated with a subpopulation of immature α‐cells (Saikia et al. 2021; O'Malley et al. 2014).

Unlike circulating GLP‐1, which is rapidly degraded by dipeptidyl peptidase IV (DPP‐IV), intra‐islet GLP‐1 may retain its paracrine activity due to the proximity between cells, allowing effective signaling despite local DPP‐IV presence (Evans and Wei 2022; Omar et al. 2014). GLP‐1 acts through its receptor (GLP‐1R) on β‐cells, triggering cAMP accumulation and activation of downstream pathways (PKA/EPAC/MEK–ERK/Wnt/β‐catenin) that enhance insulin exocytosis, survival, and proliferation (Dyachok et al. 2008; Campbell and Drucker 2013; Muller et al. 2019; Yusta et al. 2006). These cAMP‐induced effects often involve calcium signaling, enabling long‐term β‐cell adaptation under metabolic stress. Intriguingly, GLP‐1R activation can also enhance GLP‐1 expression in neighboring α‐cells (Saikia et al. 2021), and in mice, it can induce α‐cell transdifferentiation (Zhang et al. 2019). While this effect is most prominent in postprandial healthy islets, it is also proposed to function as a compensatory mechanism under metabolic stress. Supporting this, β‐cell‐specific GLP‐1R knockdown mice have normal oral glucose tolerance but impaired intraperitoneal glucose tolerance (Smith et al. 2014), indicating the physiological importance of intra‐islet GLP‐1R signaling.

Glucagon signals via its classical glucagon receptor (GCGR) on β‐cells to potentiate insulin secretion and, at high concentrations, can also partially activate GLP‐1R (Wei et al. 2023). Both GLP‐1 and glucagon thus support β‐cell function through overlapping, receptor‐dependent pathways, and effects amplified by receptor promiscuity (Shuai et al. 2021). Nonetheless, GLP‐1R appears to be the predominant contributor to cAMP‐mediated insulin secretion under physiological conditions, as its blockade markedly reduces the insulinotropic effect, even in the presence of elevated glucagon (Brown and Tzanakakis 2023).

This integrated signaling network demonstrates remarkable plasticity, allowing β‐cells to adjust insulin output in response to metabolic demands. In T2D, intracellular signaling within islets becomes dysregulated due to changes in hormone levels, receptor activity, and cell–cell communication (Zhang et al. 2021; Zeigerer et al. 2021). While compensatory adaptations are believed to occur in response to increased insulin demand, the molecular mechanisms that coordinate β‐α‐cell crosstalk under metabolic stress remain poorly understood.

To test how impaired β‐cell function influences α‐cell paracrine signaling, we used a mouse model of impaired GSIS based on β‐cell‐specific knockout of NADPH oxidase 4 (*Nox4* ^βKO^), an enzyme responsible for hydrogen peroxide production and redox signaling necessary for proper β‐cell physiological function and maintenance. We previously showed that *Nox4* ^βKO^ islets and animals exhibit blunted GSIS in vitro and in vivo following intraperitoneal glucose administration (Plecita‐Hlavata et al. 2020). These mice display a prediabetic phenotype, including insulin resistance and fat accumulation. Their limited ability to respond to nutrient stimuli, even during nutritional overload, leads to reduced food intake and prolonged intervals between feedings (Holendova, Benáková, et al. 2024). Despite these metabolic impairments, they maintain a normal lifespan, suggesting long‐term compensatory adaptations. Thus, the *Nox4* ^βKO^ model represents a physiologically relevant system to study intra‐islet compensatory mechanisms arising from β‐cell dysfunction.

## 2 Methods

### 2.1 Animals, Pancreatic Islet Isolation, and Experimental Procedure

Adult C57BL/6J (C57BL/6J; Ins2^*Cre−/−*^; Nox4^*flox/flox*^) and *Nox4* ^βKO^ mice (12–16 weeks) were housed at 22°C under a 12‐h light–dark cycle with free access to chow and water (Plecita‐Hlavata et al. 2020; Holendova, Benáková, et al. 2024). Procedures complied with EU directive 86/609/EEC and were approved by the Czech Central Commission for Animal Welfare.

Islets were isolated by collagenase IX digestion and ficoll gradient separation (Plecita‐Hlavata et al. 2020; Holendova, Benáková, et al. 2024; Holendova, Šalovská, et al. 2024) and islets from male and female mice were pooled equally for the analyses. For transcriptomics and cytometry, islets were cultured for 24 h in CMRL with 5.5 mM or 25 mM glucose; freshly isolated islets were used for cAMP assays.

### 2.2 Preparation of Pancreatic Slices and Insulin Secretion Analysis

Live 140 μm pancreatic slices were prepared as described previously (Stozer et al. 2013). Slices (five islets/well) were starved in KRH buffer (3 mM glucose) for 2 h; basal samples were collected, followed by a 1‐h incubation in KRH with 3 mM or 25 mM glucose ± Exendin‐4 (100 nM, MedChem, USA), Exendin (9–39) (100 nM, MedChem, USA), Crotedumab (2 nM, MedChem, USA), Glucagon (50 nM, MedChem, USA). Insulin and glucagon were analyzed by ELISA kits (Revvity, CrystalChem, USA).

### 2.3 Immunocytochemistry and Flow Cytometry

Endocrine cells dissociated with Acutase (Sigma‐Aldrich, USA) were fixed (BD Cytofix, BD Biosciences, USA), permeabilized (0.1% saponin), and stained with PE‐anti‐insulin (FAB1417P, Novus Biologicals, USA) and APC‐anti‐glucagon (FAB1249A, Novus Biologicals, USA) antibodies. Data were collected on an LSRII cytometer and analyzed using FlowJo v10.

### 2.4 Pancreatic Lysates for GLP‐1 Quantification

Pancreases were perfused with ice‐cold PBS containing sitagliptin (200 nM, MedChem, USA), excised, snap‐frozen, and homogenized. GLP‐1 content was measured using ELISA (EZGLPHS, Millipore, USA); BSA/PBS served as matrix control.

### 2.5 Immunochemical Semi‐Quantification

Equal protein amounts were separated by SDS‐PAGE, transferred to PVDF, and probed for insulin (ab181547, Abcam, UK), GCGR (ab75240, Abcam, UK), and GLP‐1R (BS‐1559R, Bioss, ThermoFisher Scientific, USA). Bands were quantified by ImageJ and normalized to total protein (Schneider et al. 2012).

### 2.6 Histology and Immunofluorescence Staining

Tissue samples were formalin‐fixed, paraffin‐embedded, and sectioned at 4 μm. Sections were stained with H&E or immunolabeled for insulin and glucagon using anti‐insulin (ab181547, Abcam) and anti‐glucagon (14‐9743‐82, Thermo Fisher Scientific) antibodies and mounted in DAPI‐containing medium.

### 2.7 Islet Size Analysis

Paraffin‐embedded pancreas sections (40 μm) collected at regular intervals were stained with H&E. Images were acquired on a Leica SP8 microscope, and islet cross‐sectional area was quantified using ImageJ (Schneider et al. 2012).

### 2.8 RNA Extraction, cDNA Synthesis, and RT‐qPCR

RNA from islets or INS1 cells was isolated using the RNeasy kit (Qiagen, Germany) and reverse‐transcribed (TATAA Biocenter, Sweden). qPCR was performed using EvaGreen dye (Biotium, USA), and relative expression was calculated by the 2^−ΔΔ*Ct*^ method using a combination of *Rplp0*, *Ppia*, *Hprt*, and *Ywhaz* (mouse) or *Ywhaz* (INS1) as reference genes validated by NormFinder/geNorm (Figure S1B,C).

### 2.9 RNA Sequencing

RNA sequencing was conducted as previously outlined (Holendova, Šalovská, et al. 2024). The statistical significance of the RNA‐seq data was determined using the edgeR package, with a negative binomial model and Benjamini‐Hochberg correction for multiple testing. The values shown in the figures as “read counts” are normalized values that are consistent with the model applied for differential expression analysis. The RNAseq dataset has been submitted to the NCBI GEO repository under the GEO Series GSE274980 (Holendova, Šalovská, et al. 2024), GSE319574 (secure token to view series while it remains in private status: gnyzekcybbidfwt) and GSE307298 (secure token to view series while it remains in private status: glmpwsiwfjehlsp). Expression changes of selected genes were validated by quantitative RT‐PCR (Table S1, Figure S1).

### 2.10 cAMP Detection

cAMP levels were measured using an HTRF detection kit (62AM6PEB, Revvity, USA), with forskolin (MedChem, USA) as a positive control.

### 2.11 Oral Glucose Tolerance Test and Insulin Secretion

After an overnight fast, mice received 2 g/kg an oral glucose. Blood glucose and serum insulin were measured at the indicated time points (10, 15, 20, 60, and 120 min).

### 2.12 Calcium Imaging Analysis

Pancreas tissue slices were incubated with Calbryte 520 AM dye (AAT Bioquest) and imaged using confocal microscopy (Leica TCS SP5 AOBS, Leica SP8 Stellaris) while perfused with a carbogenated ECS physiological solution at 37°C–40°C. Glucose stimulation involved basal (6 mM) and elevated (8, 12, 16 mM) concentrations. Calcium signals from individual β‐cells were recorded, binarized for oscillation events, and analyzed to measure active time and coactivity (synchrony) during the transient 1st and sustained 2nd phase of response. Analysis followed established protocols from previous studies (Dolensek et al. 2013; Pohorec et al. 2022; Stozer et al. 2013, 2021), with more details in Supporting Information.

### 2.13 Statistical Analysis

RNAseq included three biological replicates per group (islets pooled from four mice to create one replicate). Other experiments used three to eight biological replicates per group when isolated islets were used (islets pooled from three mice to create one replicate) or in the case of using pancreatic slices, four to seven biological replicates were used (one replicate counted 5 islets within slices). For the histological analysis of islet size, pancreatic sections obtained from three mice per group were analyzed. For analyses of impaired insulin secretion and glucose tolerance in mice, six to ten biological replicates were used, each derived from an individual mouse. Data were analyzed using ANOVA with Tukey/Sidak tests or Student's *t*‐test; calcium imaging used Mann–Whitney tests. *p* < 0.05 was considered significant.

The AIGC tool (ChatGPT) was used to edit and correct the language.

## 3 Results

### 3.1 Impaired Insulin Secretion and Calcium Dynamics in *Nox4* ^βKO^ Islets

To study intra‐islet endocrine communication during impaired insulin secretion, we employed β‐cell‐specific *Nox4* knockout mice (*Nox4* ^βKO^). To mimic physiological nutrient absorption, we performed an oral glucose tolerance test with insulin secretion analysis (Figure 1A,B). *Nox4* ^βKO^ mice showed impaired insulin release, particularly during the first phase of GSIS, consistent with reduced β‐cell responsiveness. Plasma insulin concentration expressed per glucose concentration further corroborated impaired insulin release in *Nox4* ^βKO^ (Figure 1C).

**FIGURE 1:**
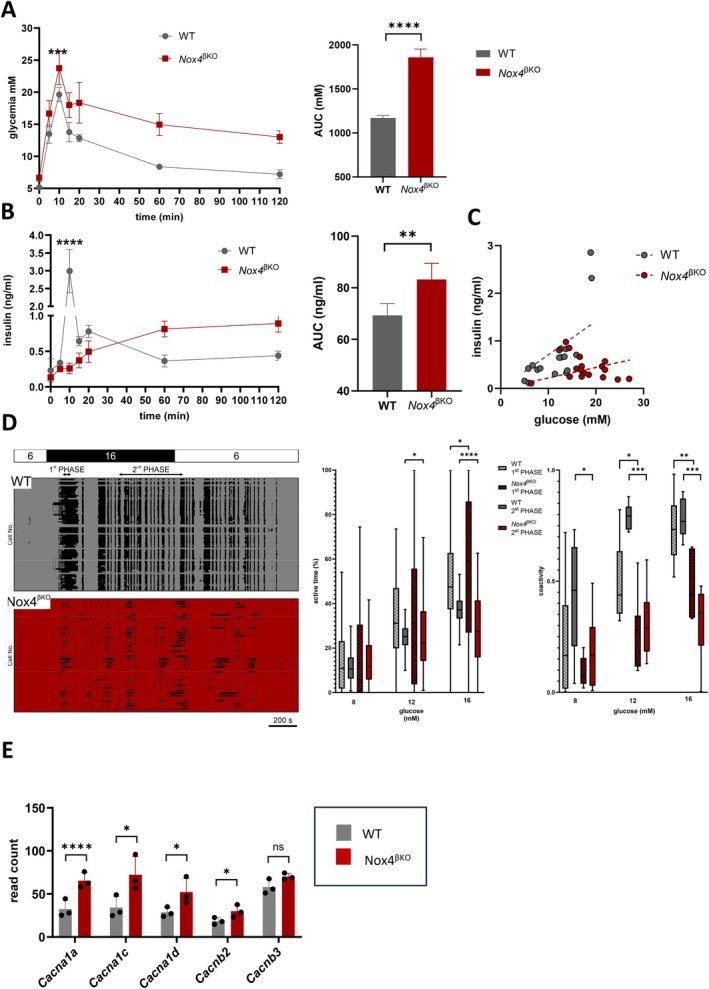
Characterization of insulin secretion of prediabetic model. (A) Oral glucose tolerance test‐ glucose quantification (A) and insulin quantification (B) of WT (gray circles) and *Nox4* ^βKO^ animals (red squares). Next to time‐point course are calculated AUC; *n* = 6–10, glycemia (ANOVA, *p* = 0.003, the rest n.s.); insulin (ANOVA, *p* < 0.0001, the rest n.s.), AUC glycemia (ANOVA, *p* < 0.0001), AUC insulin (ANOVA, *p* = 0.0012). (C) Paired values from glucose (panel A) and insulin (panel B) were plotted for WT (gray) and *Nox4* ^βKO^ (red); *n* = 6–10. Linear regression is indicated with broken lines. (D) β‐cell binarized activity for a typical islet from WT (left panel, gray rectangle) and *Nox4* ^βKO^ (left panel, red rectangle), binarization was based on calcium dynamics. Stimulatory protocol and dedicated intervals for analysis of the 1st and plateau phases are indicated above. We quantified percent active time (middle panel) and coactivity (right panel) during stimulation with 8, 12 or 16 mM glucose. Data is shown for the 1st (hatched boxplots) and the 2nd (solid boxplots) phases of glucose response (WT in gray and Nox4^βKO^ in red). *n* = 6, Mann–Whitney test, *p* = 0.03, *p* = 0.01, *p* < 0.0001 (middle panel) and *p* = 0.03, *p* = 0.01, *p* = 0.0002, *p* = 0.008, *p* = 0.0002 (right panel). (E) Quantification of calcium channels transcripts of WT (gray) and *Nox4* ^βKO^ islets (red); *n* = 3, ANOVA, *p* < 0.0001, *p* < 0.0001, *p* < 0.0001, *p* = 0.0135, *p* < 0.0001. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

To gain insight into the functional changes in these animals, we analyzed β‐cell calcium dynamics (Figure 1D). Increasing glucose concentrations increased β‐cell active time during both the 1st and 2nd phases. However, the 2nd phase active time was reduced in *Nox4* ^βKO^ animals at higher glucose concentrations, further corroborating in vivo data (Figure 1C). Moreover, β‐cell coactivity (a functional measure of intercellular synchronization) demonstrated a clear glucose dependence in both WT and *Nox4* ^βKO^ mice, but was decreased in *Nox4* ^βKO^ β‐cells during both the 1st and 2nd phases (Figure 1D). 

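RNA sequencing was carried out on isolated islets of Nox4 βKO mice, in which the NADPH oxidase gene Nox4 is deleted in β-cells, after culture for 24 h in low glucose (5.5 mM in the paper, 5 mM in the sample labels) or in 25 mM glucose. There were 3 libraries per condition, each from islets pooled from 4 mice. Exocrine acinar transcripts, from 17 digestive enzyme and acinar marker genes, took 40.8% ± 17.6 (SD, n = 3) of the counts at low glucose and 12.0% ± 6.93 (SD, n = 3) at high glucose. In the low-glucose libraries the share was 20.5%, 51.2% and 50.8%, and in the high-glucose libraries 4.00%, 15.4% and 16.5%. The 3 low-glucose libraries held 13101453, 11702750 and 11656062 counts, and the 3 high-glucose libraries 17109593, 15607660 and 14587523. According to the submitters' processing notes the authors used STAR 2.7.3a and HTSeq 0.6.1p1 with GRCm38, and deposited raw counts per gene together with their edgeR comparisons. Wild-type libraries were not used here, so every difference between Nox4 βKO and wild-type islets is copied from the authors' deposited table. From the counts, high and low glucose were compared in Nox4 βKO islets with edgeR's quasi-likelihood test after TMM normalization, over 14142 genes, and 29 gene lists fixed before the data were examined were tested with camera. Levels are given as CPM, the counts scaled to each library's total, before TMM factors, while log2 fold changes include them, so the direction of the CPM means and of a fold change can differ where the acinar share is large.

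**Figure D1:**
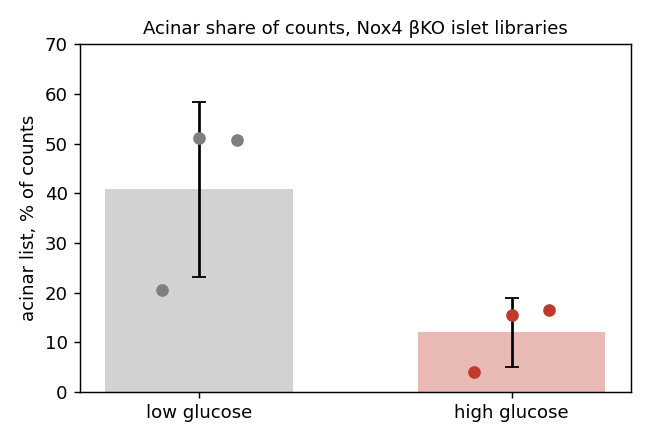
Percent of counts in the 17 genes of the acinar list (vertical axis) in Nox4 βKO islet libraries at low and high glucose. Points are libraries, bars are means and error bars are SD (n = 3 each), with means of 40.8% and 12.0%.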

We next examined the expression of voltage‐gated calcium channel subunits in these animals. In contrast to the functional defect, transcript levels of multiple L‐type and P/Q‐type subunits (*Cacna1a*, *Cacna1c*, *Cacna1d*, and *Cacnab2*) were strongly upregulated in *Nox4* ^βKO^ mouse islets (Figure 1E). 

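Cacna1a was the calcium channel subunit that passed the test against wild type at high glucose, and 12 of 14 measured subunits had log2 fold changes above 0 in the authors' deposited table. Cacna1a, the P/Q-type subunit, was higher in Nox4 βKO islets in the authors' deposited table by a log2 fold change of 1.07 at high glucose (edgeR adjusted p = 0.000208) and had 0.35 at low glucose (adjusted p = 0.547). The L-type subunits Cacna1c and Cacna1d had values of 0.67 and 0.56 at high glucose in the authors' deposited table, with edgeR adjusted p = 0.502 and 0.521, and Cacnb2 had 0.51 with adjusted p = 0.471. At low glucose it was Cacnb3 that passed in the authors' deposited table, at 0.99 (edgeR adjusted p = 0.000665), against 0.11 at high glucose (adjusted p = 0.857), and the difference between glucose conditions was not tested. Of 14 measured subunits of voltage-gated calcium channels, 1 was higher and none lower at high glucose in the authors' deposited table (2 higher when adjusted over the list alone), and 8 had an unadjusted p under 0.05, each above 0. The pore-forming subunits Cacna1e and Cacna1i had -1.47 and -0.85 in the authors' deposited table (edgeR adjusted p = 0.613 and 0.708). The list's median log2 fold change in the authors' deposited table was 0.54 at high glucose, with cameraPR adjusted p = 0.00152 and adjusted p = 0.472 with an estimated correlation, beside a pan-endocrine median of 0.57. At low glucose the median in the authors' deposited table was 0.31, with 1 subunit higher (1 when adjusted over the list alone), cameraPR adjusted p = 0.0578 and adjusted p = 0.55 with an estimated correlation. Within Nox4 βKO islets, Cacna1c, on chromosome 6 of GRCm38 from 118587240 to 119196418, measured 15.0 ± 7.27 CPM (SD, n = 3) at low and 65.8 ± 28.3 CPM (SD, n = 3) at high glucose. It rose with glucose by a log2 fold change of 1.30 (standard error 0.24, edgeR adjusted p = 0.0104). Cacna1a, on chromosome 8 from 84388440 to 84640246, measured 37.4 ± 18.9 CPM (SD, n = 3) at low and 76.2 ± 26.8 CPM (SD, n = 3) at high glucose, a log2 fold change of 0.21 (standard error 0.19, edgeR adjusted p = 0.43). The acinar share of counts was lower in the high-glucose libraries.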

The marked reduction in insulin secretion, particularly during the first phase, despite a comparatively smaller reduction in active time, is consistent with the secretory defect not being fully explained by altered calcium dynamics alone. Notably, the concurrent upregulation of voltage‐gated calcium channel transcripts may reflect transcriptional compensation downstream of enhanced intra‐islet GLP‐1R/cAMP signaling, as discussed further below.

### 3.2 Altered Islet Cell Composition and Presence of Bihormonal Cells in *Nox4* ^βKO^ Mice

To further characterize changes in islet cell populations, we examined presence of α‐cells in *Nox4* ^*βKO*^ islets by flow cytometry. We found an increase in their numbers among all endocrine cells (Figure 2A), especially relative to the β‐cells (Figure 2B). This corresponds with increased expression of several α‐cell‐specific transcripts, including significantly upregulated genes such as *Irx1*, *Irx2*, *Mafb*, *Peg10* and *Smarca1*, while others (e.g., *Arx Syt1*, *Neurog3*) showed no significant change as revealed by islets RNAseq analysis (Figure 2C). 

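Peg10 and several other α-cell transcripts lay above wild type in Nox4 βKO islets at both glucose concentrations. Peg10 was higher in the authors' deposited table by a log2 fold change of 1.21 at high glucose (edgeR adjusted p = 0.000707) and 1.47 at low glucose (adjusted p = 6.42e-05). Smarca1 passed only at low glucose in the authors' deposited table, at 1.08 (edgeR adjusted p = 0.000215), with 0.57 at high glucose (adjusted p = 0.226), and the difference between glucose conditions was not tested. Irx1 and Irx2, homeobox factors of α-cells, had 0.81 and 0.75 at high glucose in the authors' deposited table, with edgeR adjusted p = 0.435 and 0.466. Syt1 and Neurog3 had 0.76 and 0.92 at high glucose in the authors' deposited table, with edgeR adjusted p = 0.558 and 0.568. Of 14 measured genes of the α-cell list, 1 was higher at high glucose and 4 at low glucose in the authors' deposited table (4 higher and 1 lower, and 6 higher, when adjusted over the list alone). The list medians in the authors' deposited table were 0.53 at high glucose (cameraPR adjusted p = 0.00628, adjusted p = 0.559 with an estimated correlation) and 0.77 at low glucose (adjusted p = 2.83e-06, adjusted p = 0.124 with an estimated correlation). In Nox4 βKO islets themselves, 8 of the 14 genes were lower and 1 was higher at high than at low glucose by edgeR (9 lower and 1 higher when adjusted over the list alone), with a median of -1.12 and camera adjusted p = 5.17e-05 (adjusted p = 0.461 with an estimated correlation). Smarca1, on chromosome X of GRCm38 from 47809368 to 47892974, measured 31.0 ± 15.9 CPM (SD, n = 3) at low and 19.9 ± 4.26 CPM (SD, n = 3) at high glucose, a log2 fold change of -1.43 (standard error 0.16, edgeR adjusted p = 0.00229). Peg10 measured 12.0 ± 6.98 CPM (SD, n = 3) at low and 13.8 ± 1.64 CPM (SD, n = 3) at high glucose. Its log2 fold change was -0.56 (edgeR adjusted p = 0.0874) in the authors' deposited glucose comparison that matched the Nox4 βKO counts. Acinar transcripts also took a smaller share of the counts at high glucose. The paper sets these transcripts beside its increased α-cell number and states that both correspond.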

Interestingly, immunohistochemical analysis of pancreatic islets showed an increased number of larger islets (over 5000 μm^2^, corresponding to approximately 40 μm in diameter), while the number of smaller islets (below 5000 μm^2^) was decreased (Figure 2D). Further analysis showed an increased number of bihormonal (insulin‐ and glucagon‐positive) cells in *Nox4* ^βKO^ islets (Figure 2E). Despite increased α‐cell numbers, β‐cell‐specific transcripts (*Pdx1*, *MafA*) were increased, as well as *NeuroD1*, a pan‐endocrine transcription factor involved in the development of multiple islet cell types, while the dedifferentiation marker *Ldha* was reduced in *Nox4* ^*βKO*^ islets (Figure 2F). These findings indicate that β‐cell marker expression is largely preserved despite impaired insulin secretion, while the proportion of glucagon‐positive cells increases, including a subset of insulin/glucagon double‐positive endocrine cells.

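Mafa, a transcription factor of mature β-cells, was the gene of the 4 named that passed the adjusted threshold against wild type. Against wild type, Mafa was higher in the authors' deposited table by a log2 fold change of 1.49 at high glucose (edgeR adjusted p = 1.26e-05) and had 0.52 at low glucose (adjusted p = 0.364). Pdx1 and Neurod1 had 0.58 and 0.76 at high glucose in the authors' deposited table, with edgeR adjusted p = 0.523 and 0.405. Ldha, which encodes lactate dehydrogenase A, had -0.69 at high glucose and -1.46 at low glucose in the authors' deposited table, with edgeR adjusted p = 0.685 and 0.0719. Foxo1 and Nkx6-1 had 0.13 and 0.42 at high glucose in the authors' deposited table, with edgeR adjusted p = 0.842 and 0.712. Within Nox4 βKO islets, Mafa, on chromosome 15 of GRCm38 from 75745490 to 75748228, fell from 132.0 ± 69.5 CPM (SD, n = 3) at low glucose to 33.6 ± 15.1 CPM (SD, n = 3) at high glucose. Its log2 fold change was -2.79 (standard error 0.26, edgeR adjusted p = 0.00134), and every high-glucose library lay below every low-glucose library. Pdx1 measured 82.6 ± 46.4 CPM (SD, n = 3) at low and 71.96 ± 31.0 CPM (SD, n = 3) at high glucose, with a log2 fold change of -0.998 (standard error 0.23, edgeR adjusted p = 0.0205). Neurod1 measured 94.8 ± 76.0 CPM (SD, n = 3) and 298.7 ± 127.3 CPM (SD, n = 3), with a log2 fold change of 0.96 (standard error 0.30, edgeR adjusted p = 0.0536). Ldha measured 38.0 ± 8.65 CPM (SD, n = 3) and 132.7 ± 73.1 CPM (SD, n = 3), with a log2 fold change of 0.85 (standard error 0.57, edgeR adjusted p = 0.298). These glucose differences stand beside a lower acinar share at high glucose.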

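Medians of the α-cell, β-cell, pan-endocrine and δ-cell and PP-cell lists lay above wild type in Nox4 βKO islets, while the acinar median lay below. The 17 β-cell genes had, in the authors' deposited table, a median log2 fold change of 0.45 at high glucose, with 1 higher and none lower (4 higher and 1 lower when adjusted over the list alone; cameraPR adjusted p = 0.00404, adjusted p = 0.559 with an estimated correlation). All 14 pan-endocrine genes were above 0 in the authors' deposited table at high glucose, with a median of 0.57 and none past the threshold (none when adjusted over the list alone; 4 at an unadjusted p under 0.05). The 6 δ-cell and PP-cell genes had a median of 0.56 in the authors' deposited table at high glucose, also with none past the threshold (2 when adjusted over the list alone). Endothelial genes, 10 of 10 above 0, had a median of 0.33 in the authors' deposited table at high glucose. Acinar genes, 0 of 17 above 0, had a median of -0.84 in the authors' deposited table at high glucose and -0.64 at low glucose (cameraPR adjusted p = 0.00352 and 0.0231, adjusted p = 0.559 and 0.683 with an estimated correlation). Genes disallowed in mature β-cells had a median of -0.62 in the authors' deposited table, with 1 of 16 above 0 and none past the threshold (none when adjusted over the list alone). Between glucose conditions in Nox4 βKO islets, 10 of the 17 β-cell genes were lower and none higher at high glucose by edgeR (11 lower when adjusted over the list alone), with a median of -0.998 and camera adjusted p = 3.63e-10 (adjusted p = 0.461 with an estimated correlation). Slc2a2, the β-cell glucose transporter, measured 203.4 ± 146.3 CPM (SD, n = 3) at low and 10.3 ± 3.96 CPM (SD, n = 3) at high glucose.

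**Figure D2:**
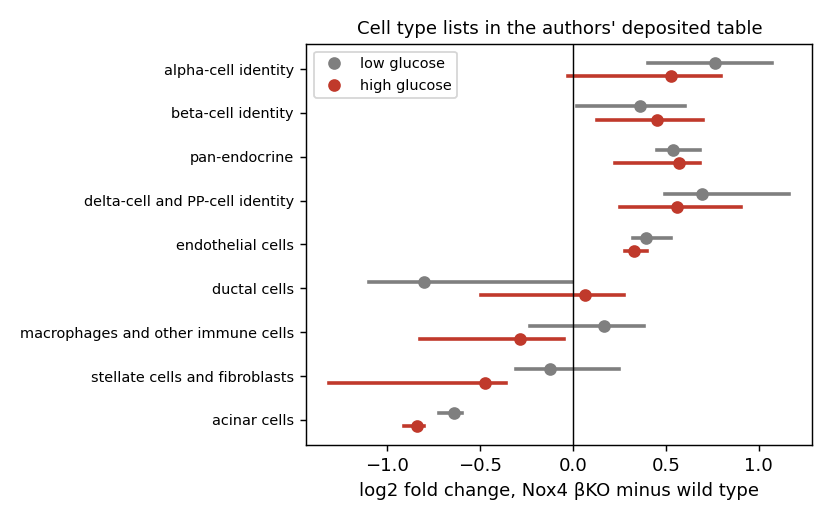
Median log2 fold change of Nox4 βKO minus wild-type islets (horizontal axis) for 9 cell type lists in the authors' deposited table, at low glucose (grey) and high glucose (red). Points are medians over the genes of a list and lines run from the lower to the upper quartile, with acinar medians of -0.64 and -0.84.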

**FIGURE 2:**
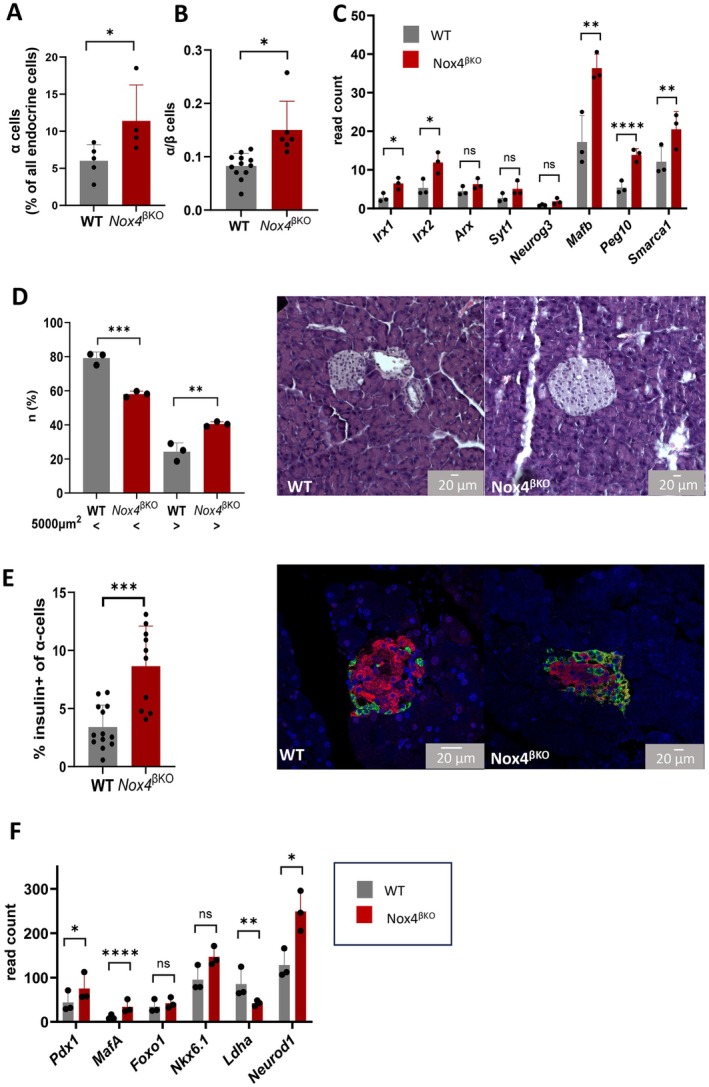
Quantification of α‐cells and bihormonality in prediabetic islets. (A) Number of α‐cells (glucagon positive cells) in all endocrine cells (*n* = 4–5) and (B) as α/β ratio (*n* = 6–12) in WT (gray) and *Nox4* ^βKO^ islets (red), *T*‐test, *p* = 0.0317, *p* = 0.0127. (C) Quantification of α‐specific transcripts in WT (gray) and *Nox4* ^βKO^ (red) islets (*n* = 3), statistical analysis was performed using a model for differential gene expression suited to RNA‐seq data (edgeR package), *p* = 0.0327, *p* = 0.0378, *p* = 0.202, *p* = 0.0553, *p* = 0.0587, *p* = 0.00517, *p* < 0.0001, *p* = 0.00961. (D) Quantification of small (< 5000μm^2^) and large (> 5000μm^2^) islets of WT (gray) and *Nox4* ^βKO^ (red) mice (*n* = 3), ANOVA, *p* = 0.0003, *p* = 0.0016. Representative figures are presented. (E) Quantification of bihormonal α‐cells (% of insulin positive α‐cells) (left panel) (*n* = 10–13), *T*‐test, *p* = 0.0008. Representative figures of the presence of bihormonal cells were performed by immunohistochemistry; and (F) quantification of β‐cell specific transcripts (identity transcripts‐*Pdx1*, *Foxo1*, *Nkx6.1* and disallowed transcript‐*Ldha*, and common maturity regulator in the pancreatic islet *Neurod1*) in WT (gray) and *Nox4* ^βKO^ (red) islets (*n* = 3). Statistical analysis was conducted using edgeR, a model designed for RNA‐seq data, *p* = 0.0481, *p* < 0.0001, *p* = 0.558, *p* = 0.236, *p* = 0.00264, *p* = 0.027. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

### 3.3 Upregulation of Glucagon‐Related Signaling in Prediabetic *Nox4* ^βKO^ Islets

To assess whether paracrine signaling from α‐cells is altered in the setting of β‐dysfunction, we examined the expression of preproglucagon products and their receptors in prediabetic *Nox4* ^βKO^ islets. Preproglucagon in α‐cells can be processed into glucagon by PC2 and/or into GLP‐1 by PC1/3, which act on β‐cells through GCGR and GLP‐1R, respectively. However, these receptors were suggested to display some promiscuity for their agonists (Figure 3A).

**FIGURE 3:**
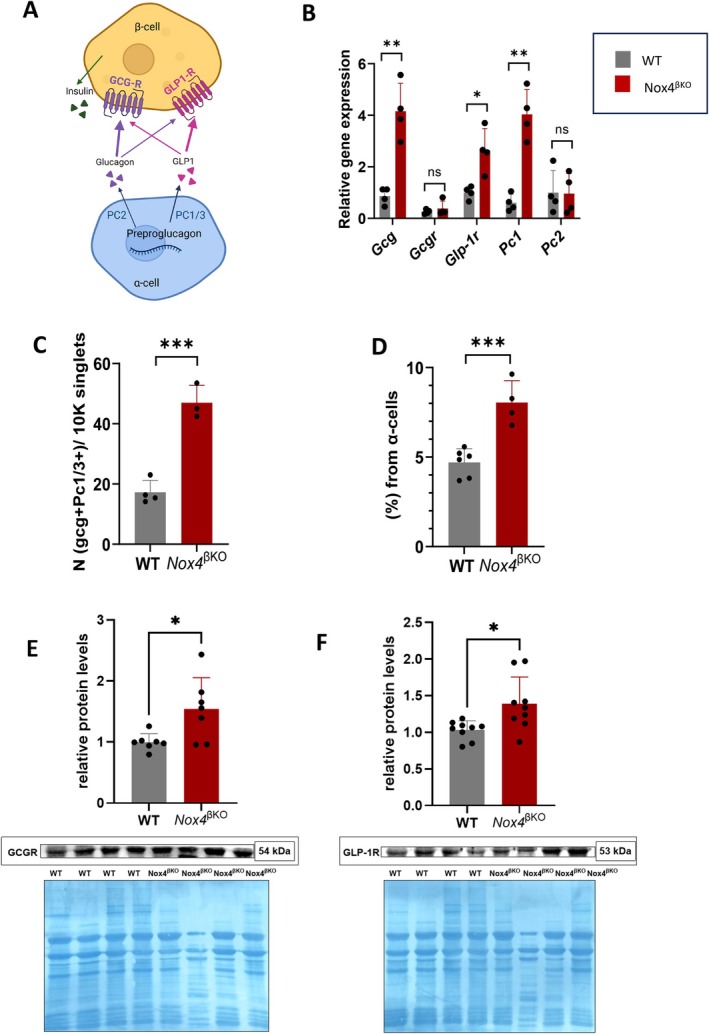
Quantification of glucagon/GLP‐1 linked transcripts/proteins. (A) Schema of paracrine communication of α‐/β‐cells through glucagon and GLP‐1. Created in Biorender. Plecita, L. (2026), https://BioRender.com/0mxd7q7. (B) qPCR quantification of preproglucagon‐related transcripts in WT (gray) and *Nox4* ^βKO^ (red) islets (*n* = 4), *T*‐test (Welch's correction), *p* = 0.0062, *p* = 0.4661, *p* = 0.0257, *p* = 0.0034, *p* = 0.9534. (C) Quantification of PC1/3 positive cells in WT (gray) and *Nox4* ^βKO^ (red) islets (*n* = 3–4), *T*‐test, *p* = 0.0007; and (D) of PC1/3 positive α‐cells of WT (gray) and *Nox4* ^βKO^ (red) islets (right panel) (*n* = 4–6), *T*‐test, *p* = 0.0005. (E) Quantification of GCGR relative protein levels in WT (gray) and *Nox4* ^βKO^ (red) pancreatic lysates (*n* = 7), *T*‐test, *p* = 0.0202. Representative blots are presented (F) Quantification of GLP‐1R relative protein in WT (gray) and *Nox4* ^βKO^ (red) pancreatic lysates (*n* = 9), *T*‐test, *p* = 0.0130. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

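Gcg, which encodes preproglucagon, was among the most abundant islet transcripts and lay above wild type at both glucose concentrations. Its log2 fold change in the authors' deposited table was 1.27 at low glucose (edgeR adjusted p = 0.0197) and 0.88 at high glucose (adjusted p = 0.288), or 2.41-fold and 1.84-fold. In Nox4 βKO islets, Gcg, on chromosome 2 of GRCm38 from 62474530 to 62483650, measured 11780.0 ± 8233.0 CPM (SD, n = 3) at low glucose and 9346.0 ± 3139.0 CPM (SD, n = 3) at high glucose. The spread between libraries exceeded this difference, with a log2 fold change of -1.06 (standard error 0.46, edgeR adjusted p = 0.127). Its share of all counts was measured beside an acinar share that was larger at low glucose.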

We found that *Gcg* transcript levels are significantly increased in prediabetic *Nox4* ^*βKO*^ islets (3.5‐fold; Figure 3B, qPCR validation of RNAseq results in Figure S1A), whereas α‐cell numbers increased only 1.8‐fold (Figure 2A,B), indicating disproportionate *Gcg* upregulation relative to α‐cell expansion. This was accompanied by increased expression of *Pc1* (*Pcsk1*), suggesting enhanced proglucagon processing capacity in *Nox4* ^βKO^ islets. In contrast, the expression of *Pc2* (*Pcsk2*) and the glucagon receptor (*Gcgr*) remained unchanged. Interestingly, we observed a marked upregulation of the *Glp1r* transcript, which may reflect altered incretin signaling in the prediabetic state. Immunostaining further revealed an increase in the presence of glucagon and PC1/3‐double‐positive cells (Figure 3C), though the proportion of PC1/3‐positive α‐cells remained relatively low (8% vs. 4.7% in control islets; Figure 3D).

At the protein level, a modest yet statistically significant increase in GCGR expression was detected (Figure 3E), paralleled by a similar upregulation of GLP‐1R (Figure 3F). Densitometric quantification was normalized to total protein load, assessed by Coomassie Brilliant Blue staining, to ensure accurate comparison across samples. To assess whether the observed receptor upregulation could be attributed directly to the altered redox environment characteristic of *Nox4* ^βKO^ β‐cells, we examined *Gcg*, *Gcgr*, and *Glp1r* transcript levels in INS‐1 cells exposed to mild pro‐oxidative conditions—either glucose oxidase (GOX) or menadione—at non‐stimulatory glucose. Neither treatment altered *Gcgr* or *Glp1r* mRNA levels, while *Gcg* transcript was increased by stimulatory glucose but not by oxidative stress per se (Figure S2A–C). Interestingly, *Adcy3*, an adenylyl cyclase isoform was found downregulated in *Nox4* ^βKO^ islets, showed redox‐sensitive suppression under menadione treatment, whereas the effect of GOX was not significant (Figure S2D), suggesting that an altered redox environment may contribute to the decrease in Adcy3 expression in *Nox4* ^βKO^ β‐cells. Together, these data indicate that the upregulation of glucagon‐related receptors in prediabetic islets is unlikely to reflect a direct transcriptional response to oxidative stress, and may instead arise from broader islet remodeling associated with chronic β‐cell dysfunction. Proteomic analysis further showed no significant difference in cysteine oxidation status of these receptors between genotypes (data not shown) (Holendova, Šalovská, et al. 2024).

### 3.4 Insulin Secretion in Prediabetic Islets Depends on GLP‐1 Signaling via GCGR and Glucagon Signaling via GLP‐1R

To assess the functional impact of upregulated glucagon/GLP‐1 signaling, we measured insulin and glucagon secretion in pancreatic slices under both stimulatory (16 mM glucose) and non‐stimulatory (3 mM glucose) conditions, and quantified total GLP‐1 levels. In WT islets, glucose increased insulin and simultaneously suppressed glucagon release, whereas *Nox4* ^βKO^ islets displayed suppressed insulin and paradoxically increased glucagon secretion under both conditions (Figure 4A,B). Notably, glucagon release was already elevated under basal (non‐stimulatory) conditions and remained high upon glucose stimulation (Figure 4B). To evaluate intra‐islet GLP‐1 production, we quantified total GLP‐1 protein from whole pancreatic lysates. Despite the typically low abundance and instability of GLP‐1 protein, levels were significantly elevated in *Nox4* ^βKO^ mice, suggesting enhanced α‐cell GLP‐1 output (Figure 4C).

**FIGURE 4:**
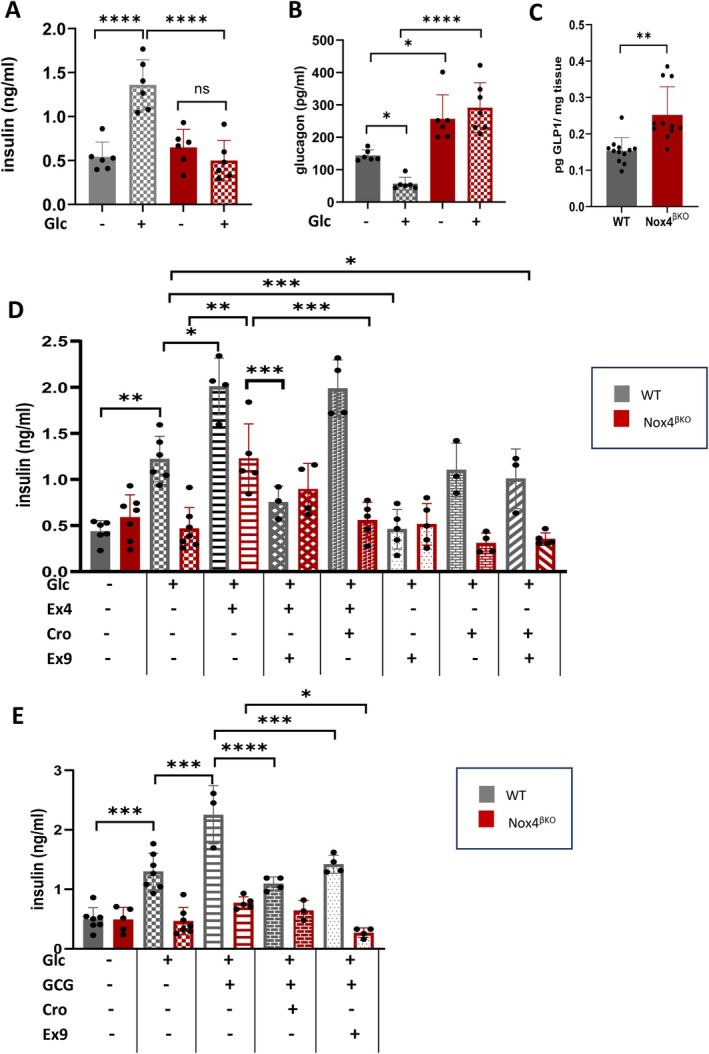
Functional analysis of prediabetic islets while manipulating GCG/GLP‐1 signaling. (A) Quantification of insulin secretion of WT (gray) and *Nox4* ^βKO^ (red) islets upon non‐stimulating (solid colors) or glucose‐stimulating (pattern colors) conditions (*n* = 6), ANOVA, *p* < 0.0001, *p* < 0.0001, *p* = 0.8421. (B) Quantification of glucagon secretion of WT (gray) and *Nox4* ^βKO^ (red) islets upon non‐stimulating (solid colors) or glucose‐stimulating (pattern colors) conditions (*n* = 6–7), ANOVA, *p* = 0.0112, *p* = 0.0523, *p* < 0.0001. (C) Quantification of GLP‐1 of WT (gray) and *Nox4* ^βKO^ (red) pancreases (*n* = 11–12), *T*‐test, *p* = 0.0018. (D) Analysis of insulin secretion of WT islets (gray labeling) and *Nox4* ^βKO^ islets (red labeling) upon non‐stimulating condition (solid color), stimulation by glucose (crosshatch); glucose and GLP‐1 (stripes); glucose, GLP‐1 and GLP‐1R antagonist (Ex9) (diagonal grid); glucose, GLP‐1 and GCGR antagonist (Cro) (filled bricks); glucose, and GLP‐1R antagonist (Ex9) (light dots); glucose, and GCGR antagonist (Cro) (light bricks) and glucose; GLP‐1R antagonist (Ex9), and GCGR antagonist (Cro) (diagonal stripes), (*n* = 3–7), ANOVA, for WT islets: *p* = 0.008, *p* = 0.0140, *p* = 0.0008, *p* = 0.7268, *p* = 0.0006, *p* = 0.9143, *p* = 0.0255; for *Nox4* ^βKO^ islets: *p* = 0.9723, *p* = 0.0013, *p* = 0.4586, *p* = 0.0008, *p* = 0.4112, *p* = 0.2657, *p* = 0.7645. Only significant statistics for the relevant samples are presented. (E) Analysis of insulin secretion of WT islets (gray labeling) and *Nox4* ^βKO^ islets (red labeling) upon non‐stimulating condition (solid color), stimulation by glucose (crosshatch); glucose and glucagon (stripes); glucose, glucagon and GCGR antagonist (Cro) (bricks); glucose, glucagon and GLP‐1R antagonist (Ex9) (light dots); (*n* = 3–7), ANOVA, for WT islets: *p* = 0.0001, *p* = 0.0001, *p* < 0.0001, *p* = 0.0003 and for *Nox4* ^βKO^ islets: *p* = 0.9990, *p* = 0.7679, *p* = 0.3741, *p* = 0.0315. Only significant statistics for the relevant samples are presented. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

To clarify the contributions of GLP‐1R and GCGR signaling to GSIS, we treated islets in pancreatic slices with the GLP‐1 mimetic exendin‐4, the GLP‐1R antagonist exendin‐9‐39 (both of which bind to the same site on GLP‐1R), and the GCGR‐blocker crotedumab (IgG4 monoclonal antibody). Insulin secretion was assessed under glucose stimulation with or without these modulators in vitro (Figure 4D). In WT islets, insulin secretion was enhanced by exendin‐4 and reduced by exendin‐9‐39, while GCGR inhibition had minimal effect, confirming GLP‐1R dependence. In contrast, *Nox4* ^βKO^ islets responded more strongly to exendin‐4, and this effect was more effectively attenuated by GCGR blockade than GLP‐1R inhibition, consistent with altered receptor engagement.

Glucagon application increased GSIS in WT islets, and this effect was attenuated by both exendin‐9‐39 and crotedumab (Figure 4E). In *Nox4* ^βKO^ islets, however, glucagon failed to enhance GSIS. Yet, GLP‐1R inhibition markedly reduced insulin secretion, while GCGR blockade had no effect (Figure 4E). These patterns were also observed with glucose stimulation and inhibitors alone, though to a lesser extent than with the GLP1 mimetic or glucagon stimulation due to low sensitivity of the current commercial ELISA.

To further investigate receptor preference on β‐cells, MIN6 and INS‐1 clonal insulin‐secreting lines were treated with glucagon under stimulatory glucose conditions. In both lines, GLP‐1R inhibition suppressed insulin secretion, whereas GCGR inhibition did not (Figure S3).

Together, these results are consistent with a context‐dependent shift in receptor engagement: in WT islets, GLP‐1R signaling appeared to predominate, whereas in *Nox4* ^βKO^ islets the functional data suggest a pattern of altered receptor utilization in which GLP‐1‐associated effects may be partially mediated via GCGR, and glucagon‐associated effects via GLP‐1R. Whether this reflects true receptor cross‐activation, altered ligand availability, or biased downstream signaling remains to be determined. cAMP signaling downstream of GLP‐1R and GCGR is reprogrammed in prediabetic islets.

The GLP‐1R and GCGR both primarily activate cyclic AMP (cAMP) signaling cascades, which regulate insulin secretion, β‐cell function, and survival. To evaluate cAMP signaling dynamics in islets, we measured intracellular cAMP levels under glucose stimulation and in response to receptor‐specific modulators.

In WT islets, glucose stimulation significantly increased intracellular cAMP production after 30 min, and this effect was further potentiated by GLP‐1 mimetic exendin‐4 and attenuated by exendin‐9‐39, but not by crotedumab (Figure 5A). In contrast, *Nox4* ^βKO^ islets exhibited elevated basal cAMP levels (*p* = 0.0040), which were further increased by exendin‐4 (Figure 5A). This response was more effectively suppressed by crotedumab than by exendin‐9‐39.

**FIGURE 5:**
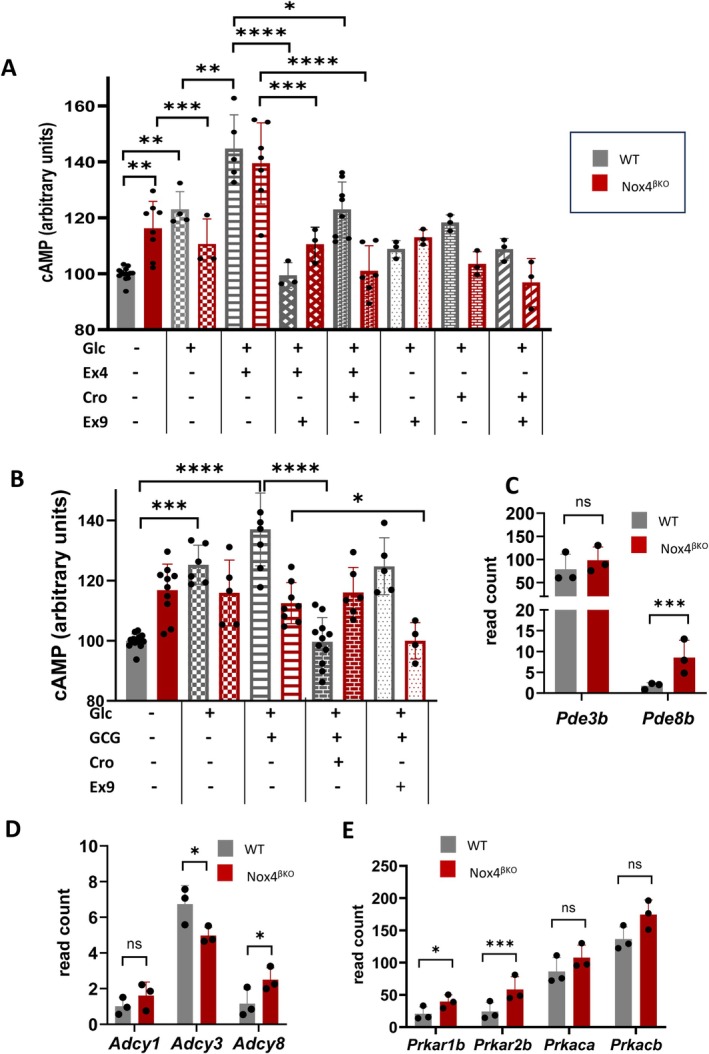
Quantification of cAMP signaling in prediabetic islets. (A) cAMP quantification in WT islets (gray labeling) and *Nox4* ^βKO^ islets (red labeling) upon non‐stimulating condition (solid color), stimulation by glucose (crosshatch); glucose and GLP‐1 (stripes); glucose, GLP‐1 and GLP‐1R antagonist (Ex9) (diagonal grid); glucose, GLP‐1 and GCGR antagonist (Cro) (filled bricks); glucose, and GLP‐1R antagonist (Ex9) (light dots); glucose, and GCGR antagonist (Cro) (light bricks) and glucose; GLP‐1R antagonist (Ex9), and GCGR antagonist (Cro) (diagonal stripes), (*n* = 3–14), ANOVA, for WT islets: *p* = 0.0054, *p* = 0.0010, *p* < 0.0001, *p* = 0.0198, *p* = 0.6772, *p* = 0.9721, *p* = 0.8916; for *Nox4* ^βKO^ islets: *P* = 0.0008, *p* = 0.0009, *p* < 0.0001, *p* = 0.9993, *p* = 0.8804, *p* = 0.7824. Only significant statistics for the relevant samples are presented. (B) cAMP quantification in WT islets (gray labeling) and *Nox4* ^βKO^ islets (red labeling) upon non‐stimulating condition (solid color), stimulation by glucose (crosshatch); glucose and glucagon (stripes); glucose, glucagon and GCGR antagonist (Cro) (filled bricks); glucose, glucagon and GLP‐1R antagonist (Ex9) (light dots); (*n* = 3–9), ANOVA, for WT islets: *p* = 0.0009, *p* < 0.0001, *p* < 0.0001, *p* = 0.0573; for *Nox4* ^βKO^ islets: *p* = 0.9997, *p* = 0.8095, *p* = 0.9998, *p* = 0.0423. Only significant statistics for the relevant samples are presented. (C) Quantification of PDE transcripts in WT (gray) and *Nox4* ^βKO^ (red) islets, (*n* = 3), statistical significance was assessed using edgeR, *p* = 0.396, *p* = 0.000149. (D) Quantification of adenylate cyclase transcripts in WT (gray) and *Nox4* ^βKO^ (red) islets, (*n* = 3), statistical significance was assessed using edgeR, *p* = 0.333, *p* = 0.0254, *p* = 0.0263. (E) Quantification of PKA subunit (regulatory, catalytic) transcripts in WT (gray) and *Nox4* ^βKO^ (red) islets, (*n* = 3), statistical significance was assessed using edgeR, *p* = 0.0571, *p* = 0.000587, *p* = 0.307, *p* = 0.591. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

Glucagon addition under glucose stimulation enhanced cAMP production in control islets, and this effect was suppressed by GCGR inhibition but not by GLP‐1R blockade (Figure 5B). In *Nox4* ^βKO^ islets, glucagon failed to induce a cAMP increase under the same conditions. However, co‐treatment with exendin‐9‐39 significantly reduced cAMP levels (Figure 5B).

To investigate transcriptional regulators of cAMP signaling, we assessed expression of adenylyl cyclase and phosphodiesterase isoforms. Among the phosphodiesterases, the more abundantly expressed isoform *Pde3b* remained unchanged, while *Pde8b* expression was significantly increased in *Nox4* ^βKO^ islets (Figure 5C). 

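Pde8b and Pde7b, phosphodiesterases that degrade cAMP, were higher than wild type at high glucose, and Pde3b did not pass the test. Pde8b was higher in the authors' deposited table by a log2 fold change of 2.01 at high glucose (edgeR adjusted p = 0.009) and had -0.03 at low glucose (adjusted p = 0.988), and the difference between glucose conditions was not tested. Pde7b was higher by 2.09 at high and 2.20 at low glucose in the authors' deposited table (edgeR adjusted p = 4.23e-07 and 4.4e-07). Pde3b had 0.19 at high glucose in the authors' deposited table (edgeR adjusted p = 0.774). Of 14 measured phosphodiesterases, 2 were higher and none lower at high glucose in the authors' deposited table (also 2 when adjusted over the list alone), with a median of 0.32, cameraPR adjusted p = 0.00927 and adjusted p = 0.534 with an estimated correlation. At low glucose 1 was higher in the authors' deposited table (1 when adjusted over the list alone), with a median of 0.14, cameraPR adjusted p = 0.422 and adjusted p = 0.697 with an estimated correlation. In Nox4 βKO islets, Pde3b had more read counts than Pde8b in 6 of 6 libraries (exact permutation test on log2(CPM + 1), two-sided, adjusted p = 0.0417 over 8 pairs, no correction for length). Pde3b, on chromosome 7 of GRCm38 from 114415281 to 114539251, measured 81.3 ± 46.8 CPM (SD, n = 3) at low and 99.1 ± 28.6 CPM (SD, n = 3) at high glucose. Pde8b, on chromosome 13 from 95024454 to 95250336, measured 7.88 ± 0.78 CPM (SD, n = 3) and 8.03 ± 4.11 CPM (SD, n = 3). Neither passed edgeR's test with glucose, with adjusted p = 0.0758 for Pde3b and 0.134 for Pde8b.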

Regarding adenylyl cyclase, *Adcy8* was upregulated and *Adcy3* downregulated in *Nox4* ^βKO^ islets, while other isoforms, such as *Adcy1*, showed no significant change (Figure 5D). 

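No adenylyl cyclase passed the adjusted threshold against wild type. Adcy8 and Adcy3 had, in the authors' deposited table, log2 fold changes of 0.95 and -0.51 at high glucose (edgeR adjusted p = 0.403 and 0.666) and -0.73 and 0.52 at low glucose (adjusted p = 0.654 and 0.571). Adcy1 had 0.53 at high glucose in the authors' deposited table (edgeR adjusted p = 0.749). Of 9 adenylyl cyclases, none passed at high glucose in the authors' deposited table (none when adjusted over the list alone). At an unadjusted p under 0.05 in the authors' deposited table there were 2, Adcy8 above wild type and Adcy5 below it at -1.29 (edgeR adjusted p = 0.387), and the cameraPR adjusted p was 0.888. All 3 isoforms were sparse in Nox4 βKO islets. Adcy8, on chromosome 15 of GRCm38 from 64697084 to 64922296, measured 0.48 ± 0.38 CPM (SD, n = 3) at low and 2.46 ± 0.61 CPM (SD, n = 3) at high glucose, a log2 fold change of 1.598 (standard error 0.36, edgeR adjusted p = 0.0187). Adcy3 measured 5.83 ± 4.61 CPM (SD, n = 3) and 4.97 ± 0.41 CPM (SD, n = 3), with a log2 fold change of -0.90 (standard error 0.28, edgeR adjusted p = 0.0513). Read counts of Adcy3 exceeded those of Adcy8 in 6 of 6 libraries (exact permutation test on log2(CPM + 1), two-sided, adjusted p = 0.0417 over 8 pairs). Adcy8 lay below Adcy1 in 3 of 3 low-glucose libraries and above it in 3 of 3 high-glucose libraries (adjusted p = 0.906 over the 6 libraries, same exact permutation test).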

Notably, *Adcy3* expression has previously been shown to be redox‐sensitive (Figure S2D). Among downstream targets, transcripts encoding PKA subunits (*Prkar1b*, *Prkar2b*) were upregulated in prediabetic *Nox4* ^βKO^ islets (Figure 5E).

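Prkar2b, a regulatory subunit of protein kinase A, was higher than wild type at both glucose concentrations. Its log2 fold change in the authors' deposited table was 1.12 at high glucose (edgeR adjusted p = 0.0279) and 1.06 at low glucose (adjusted p = 0.0477). Prkar1b had 0.57 and 0.86 at high and low glucose in the authors' deposited table (edgeR adjusted p = 0.563 and 0.0988). The catalytic subunits Prkaca and Prkacb both had 0.16 at high glucose in the authors' deposited table, with edgeR adjusted p = 0.738 and 0.853. Of 13 genes of protein kinase A and EPAC, 1 was higher and none lower at high glucose in the authors' deposited table (1 when adjusted over the list alone), with a median of 0.17, cameraPR adjusted p = 0.0425 and adjusted p = 0.559 with an estimated correlation. At low glucose 1 was higher in the authors' deposited table (3 when adjusted over the list alone), with a median of 0.48. There the cameraPR adjusted p was 0.00709, and 0.55 with an estimated correlation. In Nox4 βKO islets, Prkar2b, on chromosome 12 of GRCm38 from 31958476 to 32061296, measured 36.5 ± 25.9 CPM (SD, n = 3) at low and 57.8 ± 20.0 CPM (SD, n = 3) at high glucose, with a log2 fold change of -0.07 after TMM (standard error 0.24, edgeR adjusted p = 0.854). Prkar1b measured 56.4 ± 40.7 CPM (SD, n = 3) and 82.0 ± 28.7 CPM (SD, n = 3), and Prkacb 263.6 ± 183.9 CPM (SD, n = 3) and 209.3 ± 75.1 CPM (SD, n = 3). In the authors' deposited glucose comparison that matched the Nox4 βKO counts, Prkar1b had a log2 fold change of -0.17 (edgeR adjusted p = 0.69). Prkacb fell with glucose, with a log2 fold change of -1.07 (standard error 0.26, edgeR adjusted p = 0.0239), beside a lower acinar share.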

These findings are consistent with altered regulation of cAMP generation and signaling components in *Nox4* ^βKO^ islets under prediabetic conditions.

## 4 Discussion

Our findings reveal that an impaired β‐cell secretory capacity triggers a compensatory response within pancreatic islets, mediated by α‐cells. Using the *Nox4* ^βKO^ prediabetic mouse model, we observed an increased α‐cell abundance, the emergence of bihormonal insulin/glucagon‐positive cells, and upregulated intra‐islet glucagon/GLP‐1 signaling components. These changes collectively support residual insulin secretion despite β‐cell dysfunction. Our data are consistent with this compensatory response involving altered engagement of glucagon and GLP‐1 receptors. Under physiological conditions, glucagon and GLP‐1 preferentially activate GLP‐1R and GCGR, respectively. In *Nox4* ^βKO^ prediabetic context, our functional data suggest a pattern of altered receptor contribution, possibly involving partial engagement of non‐preferred receptors—GLP‐1‐associated responses partially mediated via GCGR, and glucagon‐associated responses via GLP‐1R. This functional plasticity of the GLP‐1R/GCGR axis, rather than a fixed reordering of receptor hierarchy, may represent an adaptive feature of islet signaling that helps sustain β‐cell output when canonical pathways are under stress. More specifically, in the *Nox4* ^βKO^ model GLP‐1 signaling may partially engage GCGR, and glucagon signaling involves GLP‐1R. This functional flexibility of the GLP‐1R/GCGR axis may represent an adaptive mechanism to preserve β‐cell output when canonical pathways are compromised.

A key finding of our study is the selective expansion of α‐cells relative to β‐cells, accompanied by upregulation of canonical α‐cell transcription factors (*Irx1/2*, *Mafb*). While α‐cell plasticity is known in settings of severe β‐cell loss (Bramswig et al. 2013; Habener and Stanojevic 2012; Thorel et al. 2010), our data extend this to early β‐cell dysfunction, where β‐cells preserve their identity (*Pdx1*, *MafA* upregulated; *Ldha* reduced). The rise in bihormonal cells likely reflects α‐cell functional adaptation rather than β‐cell dedifferentiation. We also observed a higher proportion of large islets (> 5000μm^2^), coinciding with α‐cell expansion. This aligns with findings from Ahlgrens's 3D deep tissue imaging showing that small (~90 μm^2^), insulin‐only positive islets dominate in healthy tissue (Lehrstrand et al. 2024 ), but are selectively lost in type 1 diabetes, where larger, multihormonal islets persist (Lehrstrand et al. 2025 ). These may be more resilient in maintaining endocrine output. Supporting this, *Nox4* ^βKO^ mice maintain normoglycemia despite impaired GSIS.

We observed a disproportionate rise in glucagon production relative to α‐cell number, along with increased PC1/3 expression in a subset of α‐cells, suggesting elevated intra‐islet GLP‐1 synthesis. This aligns with clinical findings that many patients with T2D display elevated fasting glucagon levels and insufficient postprandial suppression (Grondahl et al. 2021). Despite this, meta‐analyses show that GLP‐1 levels after an oral glucose or mixed meals are not reduced in T2D, although β‐cell responsiveness to GLP‐1 is severely impaired (Calanna et al. 2013; Kjems et al. 2003). In *Nox4* ^βKO^ pancreatic tissue, we found increased levels of both GCGR and GLP‐1R, indicating higher sensitization to α‐cell signals. Recent studies have demonstrated that GLP‐1R forms nanodomains on the β‐cell membrane facing α‐cells, contributing to an earlier and robust response to stimulatory glucose, which declines during aging and metabolic stress (Tong et al. 2025). These adaptations sustain cAMP signaling even at basal glucose levels, supporting PKA and Ca^2+^ pathways essential for insulin secretion and β‐cell survival. While β‐cells primarily express GCGR in islets, both GCGR and GLP‐1R appear to be moderately expressed in δ‐cells (Svendsen et al. 2018; Adriaenssens et al. 2016), hinting at their role in intra‐islet signaling. Somatostatin from δ‐cells likely fine‐tunes glucagon/GLP‐1 pathways, with α‐cells boosting stimulation and δ‐cell modulating inhibition to sustain β‐cell function. This extends prior findings on intra‐islet GLP‐1 as an autocrine/paracrine factor under stress, revealing coordinated upregulation of ligands, receptors, and signaling—underscoring islet plasticity. Notably, the finding that mild pro‐oxidative conditions in INS‐1 cells did not recapitulate the receptor upregulation seen in vivo (Figure S2A–C) suggests that the remodeling of intra‐islet signaling in *Nox4* ^βKO^ islets reflects a systemic adaptive response to chronic β‐cell dysfunction rather than a cell‐autonomous consequence of acute redox perturbation. The redox sensitivity of Adcy3 expression (Figure S2D), however, raises the possibility that the altered cAMP signaling landscape in *Nox4* ^βKO^ islets is shaped in part by the modified redox environment, adding a layer of complexity to the interpretation of cAMP pathway changes observed in Figure 5A,B.

Although calcium imaging and receptor pharmacology experiments were conducted independently in the current study, the data are consistent with a mechanistic link between enhanced GLP‐1R/GCGR signaling and altered calcium dynamics in *Nox4* ^βKO^ β‐cells. GLP‐1R activation is well established to raise intracellular cAMP, which sensitizes L‐type voltage‐gated calcium channels via PKA‐dependent phosphorylation and potentiates K_ATP_ channel closure, collectively lowering the threshold for calcium entry and prolonging oscillatory activity (Dyachok et al. 2008). In this context, the marked transcriptional upregulation of calcium channel subunits *Cacna1a*, *Cacna1c*, *Cacna1d*, and *Cacnb2* observed in *Nox4* ^βKO^ islets (Figure 1E) may reflect a compensatory adaptation that primes β‐cells for stronger calcium responses downstream of elevated intra‐islet GLP‐1R and cAMP signaling. The persistently elevated basal cAMP levels detected in *Nox4* ^βKO^ islets (Figure 5A) are consistent with tonic GLP‐1R/GCGR activation sustaining a permissive calcium signaling environment, even as the functional coupling between calcium dynamics and insulin exocytosis remains impaired. Whether this upregulation is sufficient to restore physiological calcium oscillations, or whether distal defects in the stimulus‐secretion cascade predominate, remains to be directly tested by combined GLP‐1R modulation and calcium imaging approaches.

Human islets are characterized by a more intermingled distribution of α‐, β‐, and δ‐cells compared to rodents, which may enhance the physiological relevance of paracrine crosstalk mechanisms.

GLP‐1R and GCGR are class B G‐protein‐coupled receptors (GPCRs) with partially overlapping ligand recognition domains. Under physiological conditions, GCGR binds glucagon with higher affinity, while GLP‐1R has a higher affinity for GLP‐1 (Chepurny et al. 2019). However, diabetes is associated with receptor desensitization and altered signaling (Xu et al. 2007). Recent evidence shows that elevated glucagon levels during the development of diabetes can activate the GLP‐1R on β‐cells, promoting β‐cell regeneration and insulin secretion as part of an adaptive response (Wei et al. 2023). Our data suggest a context‐dependent shift in receptor contribution under β‐cell dysfunction. In control islets, GSIS enhancement appeared to depend predominantly on GLP‐1R. In contrast, in prediabetic islets, the GLP‐1 mimetic supported GSIS, and GCGR inhibition was associated with stronger suppression than GLP‐1R blockade across multiple conditions, consistent with altered receptor engagement. These functional differences were paralleled by changes in cAMP accumulation. Notably, glucagon‐stimulated GSIS in prediabetic islets appeared sensitive to GLP‐1R rather than GCGR blockade, suggesting a pattern of functional receptor plasticity rather than a definitive switch in signaling preference.

Interestingly, clonal β‐cells (MIN6, INS1) also show glucagon‐induced insulin secretion mediated preferentially through GLP‐1R, documenting their immature or mixed lineage characteristics. These findings are consistent with dynamic, flexible receptor engagement that may contribute to partial compensation for impaired β‐cell function. Such plasticity may reflect altered receptor density, ligand availability, receptor affinity, or biased agonism favoring signaling efficiency over classical ligand‐receptor specificity. Our findings are consistent with a revised view of glucagon as more than a counterregulatory hormone, highlighting its potential adaptive paracrine role in sustaining β‐cell output under metabolic stress.

Several limitations should be considered. First, while insulin secretion trends were biologically consistent, limited assay sensitivity under low‐insulin conditions reduced statistical power. Second, the mechanism underlying α‐cell expansion remains unresolved; lineage tracing will be required to distinguish between proliferation and transdifferentiation. Third, although we demonstrated adaptations in ligand/receptor signaling between α‐ and β‐cells, the contribution of δ‐cells to this crosstalk remains to be clarified. Fourth, while GLP‐1 and glucagon receptor signaling are conserved across species, α‐cell‐derived GLP‐1 production appears more pronounced in rodents under metabolic stress (Muller et al. 2019), potentially limiting direct translation. Nevertheless, the dispersed α‐cell distribution in human islets may enhance the relevance of such paracrine mechanisms. Moreover, our model features β‐cell‐specific *Nox4* deletion and altered redox environment. Although mild pro‐oxidative conditions did not reproduce the receptor expression changes observed in vivo (Figure S2A–C), subtle redox influences on receptor trafficking or second messenger signaling cannot be fully excluded. The redox sensitivity of *Adcy3* (Figure S2D) in particular warrants further investigation, as it may contribute to the altered cAMP dynamics observed in prediabetic islets independently of receptor‐level changes. Additionally, despite the evidence of increased paracrine alpha‐to‐beta cell signaling and upregulation of calcium channel expression, calcium dynamics, synchronization, and insulin secretion were clearly attenuated in *Nox4* ^βKO^ islets and further experiments are needed to clarify both the more proximal and distal defects in the stimulus‐secretion cascade. Finally, whether similar α‐cell‐driven compensation occurs in other models of β‐cell dysfunction or human T2D warrants further investigation.

In summary, our findings suggest that α‐cell remodeling and glucagon/GLP‐1 signaling plasticity represent candidate compensatory mechanisms that may help sustain insulin secretion during early β‐cell failure. These results highlight the therapeutic relevance of targeting intra‐islet endocrine crosstalk to preserve β‐cell function in prediabetes and early stages of T2D.

## Author Contributions

Conceptualization: L.P.‐H. Investigation and experiments: Š.B., M.K., J.D., B.H., and L.P.‐H. Data Analysis: Š.B., J.D., and L.P.‐H. Writing the original manuscript: L.P.‐H. and Š.B. Manuscript review and editing: L.P.‐H., A.S., J.D., Š.B. and B.H. Funding acquisition: L.P.‐H. L.P.‐H. is the guarantor of this work and, as such, has full access to all the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis.

## Funding

This work was supported by the project National Institute for Research of Metabolic and Cardiovascular Diseases (Programme EXCELES, ID Project No. LX22NPO5104) to the Institute of Physiology and the Grant Agency of the Czech Republic, grant No. 26‐20384S to L.P.‐H.

## Ethics Statement

All animal experiments were ethically reviewed and performed in accordance with European Directive 86/609/EEC and approved by the Czech Central Commission for Animal Welfare.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Appendix S1:** cph470158‐sup‐0001‐Supinfo.zip.

## Data Availability

The datasets generated and analyzed during the current study are available from the corresponding author upon reasonable request. No applicable sources were created or analyzed during the current study.

# Supplementary material for: Pancreatic Islet Cell Crosstalk: Insight Into α‐/β‐Cell Compensatory Mechanisms
**Source:** Compr Physiol. 2026 May 1;16:e70158. doi: 10.1002/cph4.70158

List of primers used in RT-PCR gene expression quantification

Gene name	forward	reverse	target
<i>Glp1r</i>	GGG CCA GTA GTG TGC TAC AA	CCT CAC ACT CCG ACA GGT CC	<i>Mus musculus</i>
<i>Gcgr</i>	GAC AGC CCC ACC TGA ATC TC	AGG CTA GGA CAG GTT AGG GG	<i>Mus musculus</i>
<i>Gcg</i>	GCA CAT TCA CCA GCG ACT AC	CCT GGC CCT CCA AGT AAG AA	<i>Mus musculus</i>
<i>Pcsk1</i>	TCC TGT AGG CAC CTG GAC AT	TCC ACT CCT CTC CTG TCA TT	<i>Mus musculus</i>
<i>Pcsk2</i>	AGT CCG AAA GCT CCC CTT TG	GGT GTA GGC TGC GTC TTC TT	<i>Mus musculus</i>
<i>Rplp0</i>	CCC TGC ACT CTC GCT TTC TG	AAT GCC AGG ACG CGC TTG TA	<i>Mus musculus</i>
<i>PPIA</i>	GTG TTC TTC GAC ATC ACG GC	GCG TGT AAA GTC ACC ACC CT	<i>Mus musculus</i>
<i>Ywhaz</i>	ACT GAC ACT GGG CAG CAT TA	TGC GGC CCT TTT CCC AAA TA	<i>Mus musculus</i>
<i>Hprt</i>	CAG TCC CAG CGT CGT GAT TAG	TGA TGG CCT CCC ATC TCC TT	<i>Mus musculus</i>

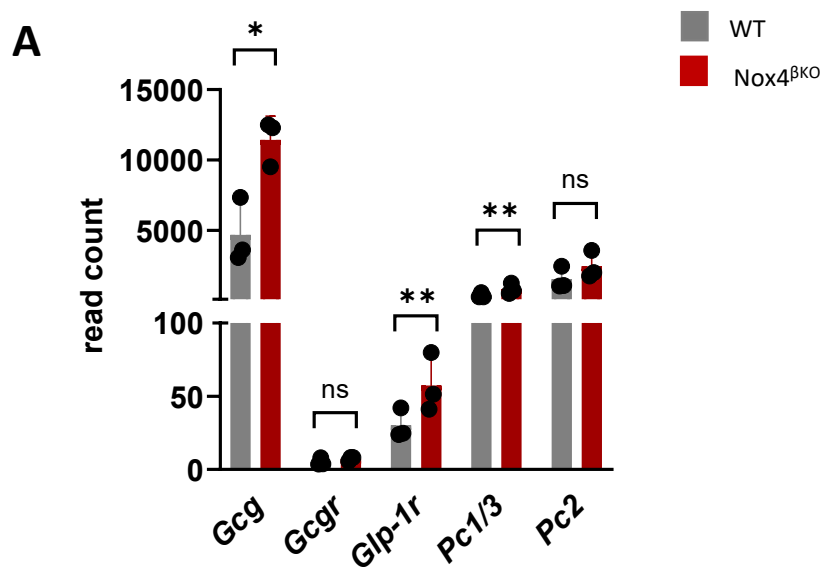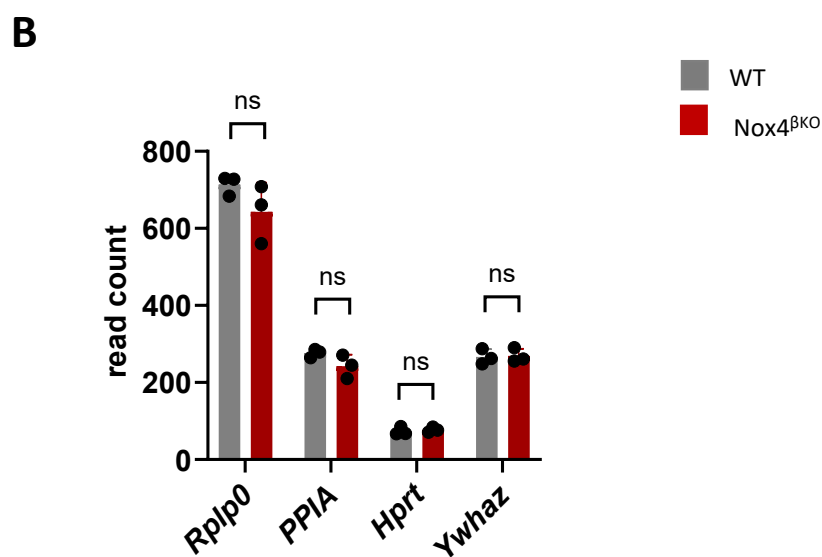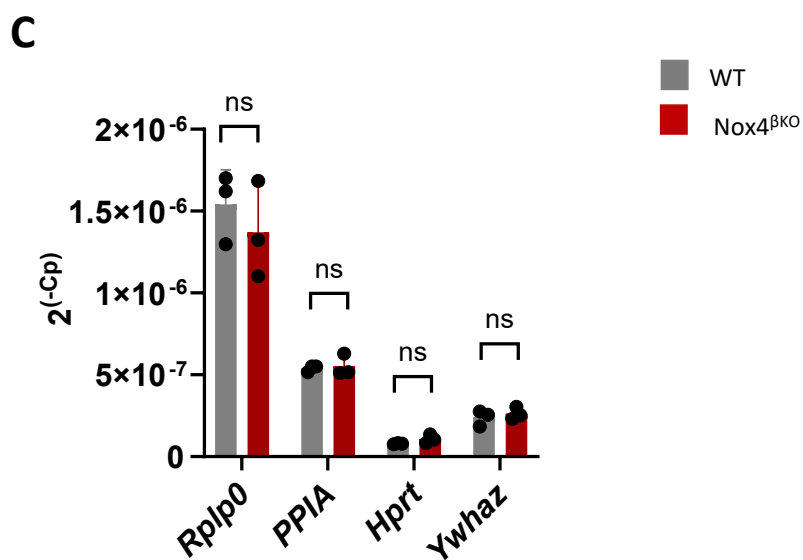

Supplementary Figure 1

A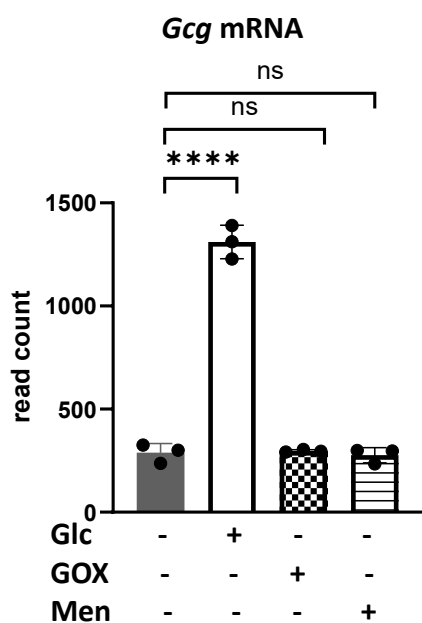**B**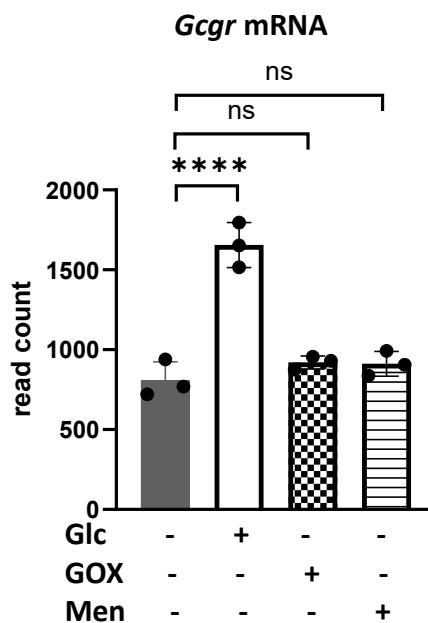**C**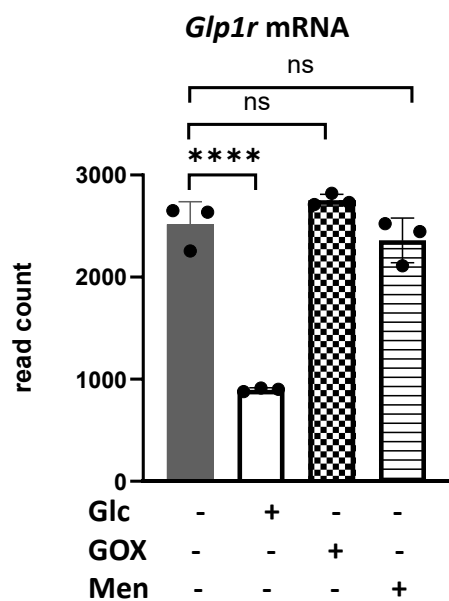**D**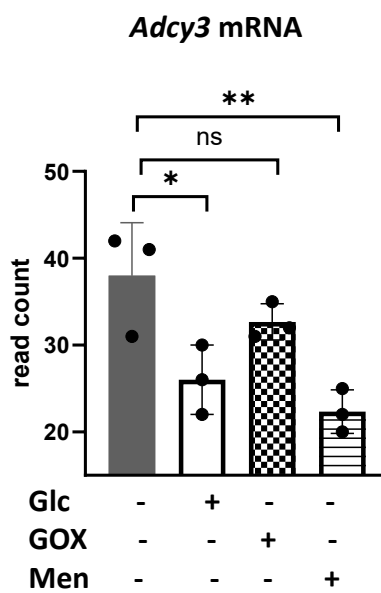

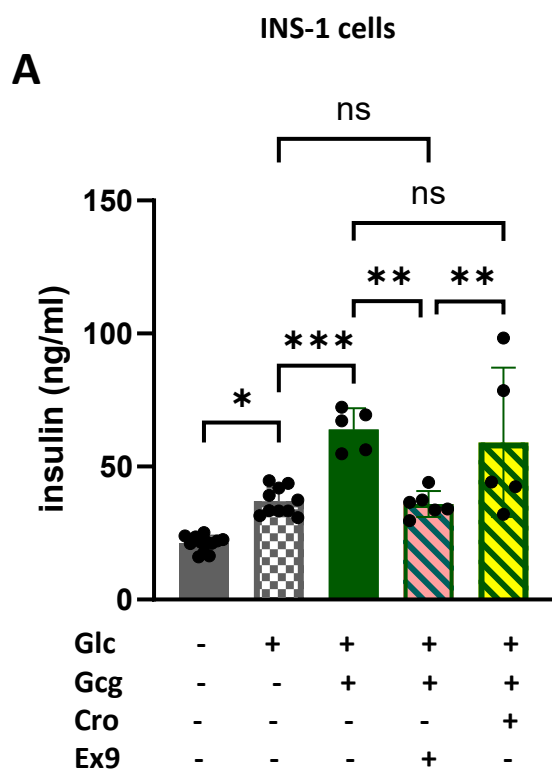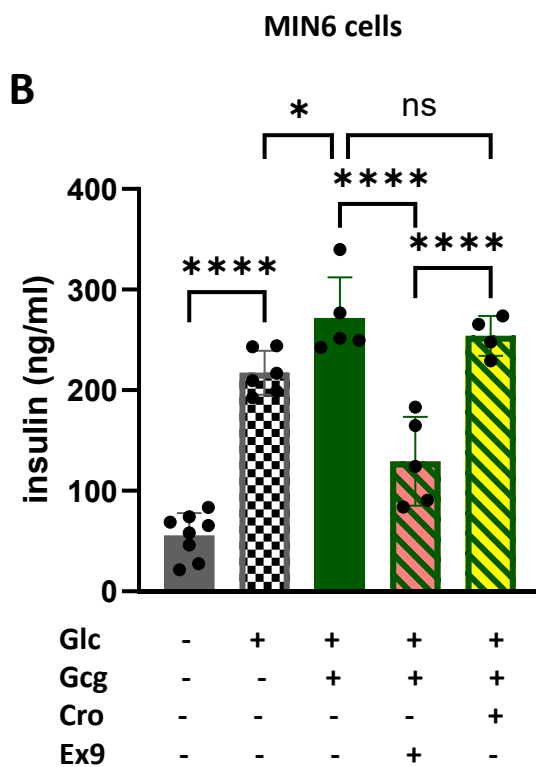

**Supplement:** Supplementary file 1 — Appendix S1: cph470158‐sup‐0001‐Supinfo.zip.

# Supplementary material for: Pancreatic Islet Cell Crosstalk: Insight Into α‐/β‐Cell Compensatory Mechanisms
**Source:** Compr Physiol. 2026 May 1;16:e70158. doi: 10.1002/cph4.70158
**Supplement:** Supplementary file 1 — Appendix S1: cph470158‐sup‐0001‐Supinfo.zip.

**Supplementary material**

Supplement to the manuscript entitled **Pancreatic Islet Cell Crosstalk: Insight into α-/β-Cell Compensatory Mechanisms by:** Štěpánka Benáková^1^, Blanka Holendová^1^, Jurij Dolenšek^2^, Monika Křivonosková^1^, Andraž Stožer^2^, Lydie Plecitá-Hlavatá^1^*

Laboratory of Pancreatic Islet Research

Institute of Physiology

Czech Academy of Sciences

Videnska 1083

142 20 Prague 4

Czech Republic

### **Supplementary figures legends**

**Table 1**: List of primers used in RT-PCR gene expression quantification.

**Figure S1**: **Validation of RNA-seq results by quantitative RT-PCR.** RNA-seq results were validated by quantitative reverse transcription PCR (RT-PCR). The results shown in Fig. 3 (RT-PCR) correspond to those obtained by RNA-seq. (**A**) Quantification of preproglucagon-related transcripts in wild-type (WT; grey) and Nox4βKO (red) islets (n = 3). Statistical analysis of RNA-seq data was performed using the edgeR package: p = 0.0141, p = 0.193, p = 0.00222, p = 0.00181, and p = 0.0939. (**B**) Expression of commonly used reference genes (*Rplp0*, *Ppia*, *Hprt*, and *Ywhaz*) assessed by RNA-seq (n = 3) and (**C**) by RT-PCR (n = 3), showed consistent expression patterns between methods. Statistical significance for RNA-seq was calculated by edgeR package (negative binomial model with multiple testing using Benjamini-Hochberg method): p = 0.339, p = 0.0953, p = 0.553, and p = 0.303. RT-PCR values were calculated using the 2^-Cp^ method and are presented as mean ± SD. Statistical analysis of RT-PCR results was performed using T-test: p =0.4625, p = 0.7580, p = 0.1449, p = 0.5471.

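Pcsk1 was higher than wild type at low glucose, and no gene of proglucagon processing or its receptors passed the adjusted threshold at high glucose. All 10 genes of the list were, in the authors' deposited table, above 0 at high glucose, with a median log2 fold change of 0.42 and none past the adjusted threshold (3 when adjusted over the list alone and 3 at an unadjusted p under 0.05; cameraPR adjusted p = 0.0039, adjusted p = 0.559 with an estimated correlation). At low glucose, 7 of the 10 were above 0 and 2 were higher in the authors' deposited table (6 when adjusted over the list alone; median 0.68, cameraPR adjusted p = 0.00234, adjusted p = 0.55 with an estimated correlation), while Gcgr, Gipr and Dpp4 had -0.26, -0.26 and -0.43. The pan-endocrine median in the authors' deposited table was 0.57 and the acinar median -0.84 at high glucose. Pcsk1, the convertase that yields GLP-1, had 0.99 at high glucose and 1.67 at low glucose in the authors' deposited table, with edgeR adjusted p = 0.0686 and 3.15e-05. Pcsk2, the convertase that yields glucagon, had 0.54 at high glucose in the authors' deposited table (edgeR adjusted p = 0.629). Glp1r and Gcgr had 0.78 and 0.49 at high glucose in the authors' deposited table, with edgeR adjusted p = 0.0812 and 0.703. Within Nox4 βKO islets, Pcsk2 had more read counts than Pcsk1 in 6 of 6 libraries (exact permutation test on log2(CPM + 1), two-sided, adjusted p = 0.0417 over 8 pairs), without a correction for transcript length. Glp1r had more than Gcgr in 6 of 6 libraries (adjusted p = 0.0417, same exact permutation test). Counts from whole islets do not tell which cell type these transcripts came from, so the order of Pcsk2 and Pcsk1 is not a measure of α-cells alone. Pcsk1, on chromosome 13 of GRCm38 from 75089826 to 75134861, measured 439.0 ± 263.5 CPM (SD, n = 3) at low and 832.1 ± 366.3 CPM (SD, n = 3) at high glucose. In the authors' deposited glucose comparison that matched the Nox4 βKO counts, Pcsk1 had a log2 fold change of 0.14 (edgeR adjusted p = 0.759). The acinar share of counts was lower at high glucose. Glp1r measured 77.4 ± 45.1 CPM (SD, n = 3) and 57.8 ± 22.8 CPM (SD, n = 3), with a log2 fold change of -1.21 with glucose (standard error 0.23, edgeR adjusted p = 0.0106).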

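The 4 reference genes did not pass the test against wild type at either glucose concentration. Rplp0, Ppia, Hprt and Ywhaz had, in the authors' deposited table, log2 fold changes of -0.32, -0.36, -0.10 and -0.16 at high glucose, with edgeR adjusted p = 0.751, 0.63, 0.84 and 0.736. All 4 were below 0 at high glucose in the authors' deposited table, with a median of -0.24, none was called when adjusted over the list alone or at an unadjusted p under 0.05, and the cameraPR adjusted p was 0.209. Within Nox4 βKO islets, none of the 4 passed edgeR's test between glucose conditions, and none when adjusted over the list alone. Ywhaz measured 119.4 ± 61.5 CPM (SD, n = 3) at low and 266.6 ± 15.0 CPM (SD, n = 3) at high glucose, with a log2 fold change of 0.37 after TMM (standard error 0.13, edgeR adjusted p = 0.066). Hprt, on chromosome X of GRCm38 from 52988137 to 53021659, had a log2 fold change of 0.12 (standard error 0.15, edgeR adjusted p = 0.572).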

**Figure S2**: **The Effect of prooxidative environment on *Gcg, Gcgr, Glp1r* and *Adcy3* expression**. (**A**) Quantification of preproglucagon transcript in INS1 cells under non-stimulating glucose (grey), stimulating glucose (white), non-stimulating glucose and glutathione oxidase (GOX, crosshatch) and non-stimulating glucose and menadion (horizontal stripe), (n=3), ANOVA, p<0.0001, p=0.9951, p=0.9928. (**B**) Quantification of *Gcgr* transcript in INS1 cells under non-stimulating glucose (grey), stimulating glucose (white), non-stimulating glucose and glutathione oxidase (crosshatch) and non-stimulating glucose and menadion (horizontal stripe), (n=3), ANOVA, p<0.0001, p=0.5587, p=0.6173. (**C**) Quantification of *Glp-1R* transcript in INS1 cells under non-stimulating glucose (grey), stimulating glucose (white), non-stimulating glucose and glutathione oxidase (crosshatch) and non-stimulating glucose and menadion (horizontal stripe), (n=3), ANOVA, p<0.0001, p=0.3257, p=0.6519. (**D**) Quantification of *Adcy3* transcript in INS1 cells under non-stimulating glucose (grey), stimulating glucose (white), non-stimulating glucose and glutathione oxidase (crosshatch), and non-stimulating glucose and menadion (horizontal stripe), (n=3), ANOVA, p=0.0256, p=0.4121, p=0.0058.

**Figure S3**: **GSIS of glucagon-induced β-cell lines (INS1, MIN6)**. (**A**) Analysis of insulin secretion of INS1 cells upon non-stimulating condition (grey), stimulation by glucose (crosshatch); glucose and glucagon (green); glucose, glucagon and GLP-1R antagonist Exendin9-39 (Ex9) (diagonal stripe in pink bar); glucose, glucagon and GCGR antagonist crotedumab (Cro) (diagonal stripe in yellow bar); (n=6-10), ANOVA, p=0.0132p=0,0006, p=0,0013, p=0,0099, p=0,9997, p=0,9511. (**B**) Analysis of insulin secretion of MIN6 cells upon non-stimulating condition (grey), stimulation by glucose (crosshatch); glucose and glucagon (green; glucose, glucagon and GLP-1R antagonist exendin9-39 (Ex9) (diagonal stripe in pink bar); glucose, glucagon and GCGR antagonist crotedumab (Cro) (diagonal stripe in yellow bar); (n=6-10), ANOVA, p<0.0001, p=0,0489, p<0001, p<0,0001, p=0,9015.

**Methods**:

**Mild prooxidative treatment of INS1 (GOX, Menadion)** – Rat insulinoma INS-1 cells (C0018007, AddexBio, USA) were maintained under standard conditions in RPMI 1640 medium supplemented with 11 mM glucose, 10 mM HEPES, 1 mM sodium pyruvate, 5% (v/v) fetal calf serum (FCS), 50 µM 2-mercaptoethanol, 50 IU/mL penicillin, and 50 µg/mL streptomycin. For experimental treatments, the same base medium was used with glucose levels adjusted to either 3 mM or 25 mM. Cells were exposed for 24 hours to either control conditions or oxidative stress inducers - glucose oxidase (GOX, 0.1 mU/mL) or menadione (Men, 1 μM). After incubation, cells were rinsed with 1× PBS and lysed using RLT buffer (Qiagen, Germany). Total RNA was isolated following the manufacturer’s protocol using the RNeasy Mini Kit (Qiagen, Germany). Gene expression profiling was subsequently performed by high-throughput RNA sequencing (RNA-seq) to assess transcriptional changes induced by oxidative stress and varying glucose conditions.

**Glucose stimulated insulin secretion protocol in cell lines INS1 and MIN6** – INS-1 and MIN6 cells were maintained under standardized culture conditions as previously described. For GSIS experiments, cells were preincubated for 2 hours in Krebs-Ringer HEPES (KRH) buffer containing a non-stimulatory glucose concentration (3 mM) to induce glucose starvation. Following this preincubation, cells were incubated in KRH buffer containing either 3 mM or 25 mM glucose, supplemented with selected modulatory compounds targeting incretin and glucagon pathways: glucagon (50 mM), exendin 9-39 (100 nM), and crotedumab (2 nM), to modulate GLP-1R and GCGR receptor activity. After 1 hour incubation, the culture supernatants were collected and stored at –80 °C until further analysis. Insulin levels in the media were quantified using the High Sensitivity Insulin ELISA kit (62IN1PEG, Revvity, USA) following the manufacturer’s protocol.

**Calcium imaging analysis** – During off-line analysis, single β-cells were discerned using characteristic temporal activity and morphology and exported as time series using custom software (copyrights Denis Špelič). Further analysis was done using in-house MATLAB scripts. Activity of individual cells was binarized by detecting individual [Ca^2+^]_i_ oscillation in each time series. Individual oscillation was defined by time points at half maximal amplitude. Finally, binarized data was used to calculate active time (i.e., percentage of time occupied by the events, as described previously [1-3]. Furthermore, to quantify intercellular interactions and degree of synchronicity, we computed the coactivity coefficients for the binarized events, as described previously [4, 5]. In brief, for pairs of cells (i-th and j-th cell) coactivity matrix was calculated as Cij = Tij ∕√TiTj and used for assessing average coactivity across pairs of cells. Both parameters (active time and coactivity) were calculated separately for the first and the plateau phase of response for each cell. The first phase was defined by set interval during response onset (240 seconds for 8 mM and 120 seconds for 12 and 16 mM glucose) and roughly mirrored the *in vivo* peak insulin secretion (Figure 1). The plateau phase was defined as set interval (600 seconds for 8 mM, 300 seconds for 12 mM and 200 seconds for 16 mM) following stimulation onset and mirrored sustained activity.

**References:**

1. Stozer, A., et al., *Glucose-dependent activation, activity, and deactivation of beta cell networks in acute mouse pancreas tissue slices.* Am J Physiol Endocrinol Metab, 2021. **321**(2): p. E305-E323.

2. Dolensek, J., et al., *The relationship between membrane potential and calcium dynamics in glucose-stimulated beta cell syncytium in acute mouse pancreas tissue slices.* PLoS One, 2013. **8**(12): p. e82374.

3. Pohorec, V., et al., *Glucose-Stimulated Calcium Dynamics in Beta Cells From Male C57BL/6J, C57BL/6N, and NMRI Mice: A Comparison of Activation, Activity, and Deactivation Properties in Tissue Slices.* Front Endocrinol (Lausanne), 2022. **13**: p. 867663.

4. Hodson, D.J., et al., *Existence of long-lasting experience-dependent plasticity in endocrine cell networks.* Nat Commun, 2012. **3**: p. 605.

5. Dolensek, J., et al., *Ultrafast multicellular calcium imaging of calcium spikes in mouse beta cells in tissue slices.* Acta Physiol (Oxf), 2025. **241**(2): p. e14261.

How the deposited data were processed for this re-analysis (not part of the article)

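RNA of islets from Nox4 βKO mice was sequenced after 24 h of culture in low or high glucose, in 3 libraries per condition, each from islets pooled from 4 mice. The paper gives the low concentration as 5.5 mM and the sample labels as 5 mM, and both give 25 mM for the high one. The authors deposited raw counts per gene for these libraries. The submitters' processing notes name STAR 2.7.3a, HTSeq 0.6.1p1 and GRCm38, and the annotation, strand setting and gene filter are not given in the sources used here. The authors also deposited log2 fold changes from their edgeR fit, with a p-value and a Benjamini-Hochberg adjusted p-value for each gene, between Nox4 βKO and wild-type islets at each glucose concentration. The paper's methods state a negative binomial model.

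The 6 per-sample columns of another series in the table were not used, so no wild-type level or spread was computed here, and every comparison with wild type is the authors' own fit. The 55 repeated rows of the 14513 were removed, leaving 14458 genes. Nox4 is not among the genes in the table, so the deletion was not analysed here and cannot check the labels. The glucose effect computed from the Nox4 βKO counts had a correlation across genes of 0.99994 with the column whose name gives wild type and 0.90562 with the column whose name gives Nox4 βKO. The identity between the 4 deposited comparisons held within 0.01 with these 2 column names exchanged and missed by up to 14.95 as named. This cannot tell an exchange of the 2 glucose column names from an exchange of genotype in all the other columns. The paper's RT-qPCR of Gcg, Pcsk1 and Glp1r and its flow cytometry of α-cells run higher in Nox4 βKO islets, the direction of the deposited comparisons as labelled, which does not settle it. The genotype of the counts and the direction of the comparisons were therefore taken as the labels give them. Coordinates are those of GENCODE vM21 on GRCm38, in which 14430 of 14458 gene IDs were found.

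Counts were compared between high and low glucose with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, the quasi-likelihood test and an adjusted p under 0.05, over 14142 genes. Gene lists, 29 with 340 members of which 326 are in the table, were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and for the authors' comparison with cameraPR on the sign of their log2 fold change times the normal quantile of their p-value. The main comparison with wild type is the one at high glucose, and low glucose is an alternative. For wild type comparisons the estimated correlation comes from the residuals of the Nox4 βKO libraries only. The order of a pair of transcripts was tested on log2(CPM + 1), a pseudocount of 1 CPM, with an exact permutation test by sign flips over 6 libraries. Libraries of 11656062 to 17109593 counts give low precision for genes under 1 CPM. On simulated counts for the glucose comparison, 62 of 100 genes changed by a log2 value of 2 were recovered, 9 of 100 at a log2 value of 1, and 5 of 13898 unchanged genes were called. Replicates differed by more than the sampling noise in every pair.

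Genes were named by a fixed rule: every gene the paper names for islet RNA sequencing, whose figures had been seen, apart from some that are not reported here; the 10 largest rises and falls past the authors' adjusted threshold, of which 8 falls met the rule; the 10 largest rises and falls with glucose; and up to 4 members of each list with the smallest p in the comparison described. Cacna1i, Ghr, Pbk, Cyba, Cybb and Duox2 were named after their values were seen. The rule for falls asked for the authors' average abundance, which was not used here, and the Nox4 βKO mean count in the upper part of the table was taken instead. Alternatives were DESeq2 1.42.0, other filters and thresholds, an estimated correlation, fry, a replicate block and leaving out each library. After the acinar share was seen, 4 more were added: removal of acinar genes, removal of genes above 1 percent of counts, the log2 acinar share as a covariate, and keeping only the low-glucose library with the least acinar counts.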

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

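All tests in this part were chosen after the results they concern were seen, apart from the list test of the prolactin and growth hormone response and the glucose comparison themselves.

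In the glucose comparison within Nox4 βKO islets, which the paper does not report, 3848 of 14142 genes passed edgeR's adjusted threshold, 1746 higher and 2102 lower at high glucose, and 9 other splits of the 6 libraries gave at most 0. The 10 possible splits are too few for a share under 0.05, with the real split the 1 that reached its count. Each other split placed both glucose conditions in each group, which widens the spread within groups. Low counts there were likely beforehand and decide little. With the acinar genes removed before TMM 1757 genes were higher and 2126 lower, and with the genes above 1 percent of counts removed 1763 and 2136, but TMM already trims such genes, so these counts decide little and counts freed by the smaller acinar share stay open. With the log2 acinar share as a covariate 3886 genes were called, of which 2382 were among the 3848, and since that share follows glucose with a correlation of -0.77, acinar share and glucose cannot be told apart for the genes called in 1 of the fits. The glucose condition stays open as an untested biological explanation. The authors' other deposited glucose comparison, taken as that of wild type, had 5102 genes at an adjusted p under 0.05. Across genes its correlation with the Nox4 βKO glucose effect was 0.906. In it Mafa, Slc2a2, Hmox1 and the acinar gene Pnlip had -3.75, -5.53, 4.39 and -3.32. The glucose changes of these genes were therefore not particular to Nox4 βKO islets.

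Among genes the paper does not discuss, in the authors' deposited table, 6 of 10 genes of the prolactin and growth hormone response were higher in Nox4 βKO islets at high glucose and 6 at low glucose (8 and 7 when adjusted over the list alone; cameraPR adjusted p = 0.000339 and 0.000868 with an estimated correlation), and the growth hormone gene Gh, picked after its value was seen, was 5.99 higher on the log2 scale at high glucose. A higher endocrine share would raise the members by about as much as the pan-endocrine genes, and 8 of 10 lay above the upper quartile of those genes at high glucose and 7 at low glucose, which argues against it as the whole cause for these members; Ghr and Pbk lay below it at both. Set against the highest pan-endocrine gene instead, 8 lay above at high and 2 at low glucose, where that gene was Chgb at 2.53 in the authors' deposited table. No 10 Mb window held more than 2.51% of the genes higher in Nox4 βKO islets, so these genes as a set did not sit together in a linked region. A region that holds only a few of them would also give a low share, and the share expected for a window was not computed. The window share also cannot exclude a linked locus that acts on genes elsewhere, since those genes would be spread in any case. Nor does it exclude strain variants spread over the genome. The Ins2-Cre transgene is another candidate source, because the wild-type mice are Cre-negative; Gh had at least 37 counts in each of the 6 Nox4 βKO libraries, and without Cre-positive islets with intact Nox4 the transgene and the loss of Nox4 cannot be told apart.

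Endocrine lists all had medians above 0 in the authors' deposited table, with α-cell, β-cell, pan-endocrine and δ-cell and PP-cell medians of 0.53, 0.45, 0.57 and 0.56 at high glucose. Of their genes 1, 1, 0 and 0 were higher past the adjusted threshold. With an estimated correlation each list had a cameraPR adjusted p of 0.559. A higher share of islet tissue in the Nox4 βKO preparations is consistent with 17 of 17 acinar genes lying below 0, though none of them passed the adjusted threshold, and stellate and fibroblast genes (median -0.48) and immune genes (median -0.29) lay below 0 as well at high glucose. Endothelial genes (median 0.33) and, at high glucose, ductal genes (median 0.065) did not, while at low glucose the ductal median was -0.81 and the immune median 0.17. More α-cells per islet, as the paper reports, stays open and was not tested here. The α-cell median was below the pan-endocrine median at high glucose and above it at low glucose, at 0.77 against 0.54, with 4 α-cell and 2 pan-endocrine genes higher. The δ-cell and PP-cell median at low glucose was also above it, at 0.695 with 2 of 6 genes higher, and the β-cell median was 0.36 with 0 higher.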

How the results depend on the processing

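The acinar alternatives, and keeping only 1 low-glucose library, were added after the data were seen; the others were planned. The glucose count was 1746 higher and 2102 lower. Leaving out 1 library gave 672 to 2010 higher and 890 to 2087 lower, lowest without high-glucose replicate 2. The higher count was 992 and 982 without low-glucose replicates 2 and 3 and 979 without high-glucose replicate 3, and the lower count 1367 without low-glucose replicate 2 and 1147 without high-glucose replicate 3. Removing the acinar genes gave 1757 higher and 2126 lower with 10 lists, and removing genes above 1 percent of counts 1763 and 2136 with 11. Keeping only the low-glucose library with the least acinar counts gave 337 higher and 920 lower, partly from fewer samples. Of the 29 lists 11 passed. Leaving out 1 library gave 6 to 14, a replicate block 6, DESeq2 10, fry 10 and an estimated correlation 0. Unlike camera, fry tests a list without setting it against the other genes. The replicate block gave 2010 higher and 2488 lower genes; same-number correlations were 0.39, 0.36 and 0.098, so the numbers are not taken to pair the samples, and high-glucose replicate 3 correlated best with low-glucose replicate 2 (0.24). With the acinar share as a covariate the disallowed, exocytosis and pan-endocrine lists changed direction, with camera adjusted p = 0.0251, 0.0224 and 0.0102. None of these lists was called without it (camera adjusted p = 0.521, 0.821 and 0.697), and the cause was not tested. Of the 29 lists a further 4 were weaker, 6 stronger and 16 the same. Of 57 named genes 7 were weaker and 6 stronger with that covariate. Leaving out 1 library made 37 of 342 named-gene results weaker and 4 stronger. The order of Adcy8 over Adcy1, not called, reversed at a pseudocount of 0.1 (-0.15), and it ranged from -0.14 to 0.16 when leaving out 1 library. With 5 libraries no order test can pass.

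In the authors' deposited table, genes higher at high glucose numbered 319 (955 at an unadjusted p under 0.05) and lower 31 (14 at an adjusted p under 0.01, 400 unadjusted, 92 at low glucose). Lists past the threshold fell to 1 with an estimated correlation and 10 with the log2 fold change as statistic. Depth limits genes under 1 CPM. For the glucose comparison, pseudocounts, quantile normalization, limma without a trend and recovered reads, planned for normalized values, did not apply, since counts were deposited.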

Differences from the paper's values

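The legends of Figs. 2C, 2F, 5C to 5E and S1A,B give 30 exact p-values, and a further 2 (Peg10 and Mafa) only as a bound. Of the exact ones 28 equal, within 0.5%, the unadjusted p-value at high glucose in the authors' deposited table and 0 equal the adjusted one, whereas the methods state a Benjamini-Hochberg correction. For Ldha the paper's value is 0.00264, and the authors' deposited table gives an unadjusted p of 0.151 at high glucose and 0.00264 at low glucose. For Adcy3 the paper's value is 0.0254, and the authors' deposited table gives 0.133 at high and 0.15 at low glucose. For Cacnb2 the paper's value from ANOVA is 0.0135 (Fig. 1E), and the authors' deposited table gives 0.0385 at high and 0.331 at low glucose. The legend of Fig. 1E also gives far smaller p-values for Cacna1c and Cacna1d than the unadjusted 0.0437 and 0.0477 at high glucose in the authors' deposited table.

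The mean level of Ldha in Nox4 βKO islets is about 42 in Fig. 2F, read by eye, and 133 CPM here at high glucose. The values are within 1.5 times of each other at low glucose (38.0), where the unadjusted edgeR p of 0.00264 also equals the paper's. With TMM scaling (101) and without high-glucose replicate 3 (99.4) they are only within 1 SD of each other. Without replicate 1 (172) or 2 (127) they are neither. For Prkar1b it is about 40 in Fig. 5E, read by eye, and 82.0 CPM here. The Prkar1b values are within 1 SD or within 1.5 times of each other at low glucose (56.4), with TMM scaling (59.0) and without high-glucose replicate 1 (65.5). They are not without replicate 2 (89.0) or 3 (91.5).

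The paper calls 21 genes changed in Nox4 βKO islets. In the authors' deposited table 18 have an unadjusted p under 0.05 in that direction at high glucose, 5 pass the adjusted threshold at high glucose (Cacna1a, Peg10, Mafa, Pde8b and Prkar2b) and 6 at low glucose, among them Peg10, Gcg, Pcsk1 and Prkar2b, 9 at either. Ldha, Adcy3 and Prkar1b have an unadjusted p above 0.05 at high glucose. The paper also reports Gcg, Pcsk1 and Glp1r as higher by RT-qPCR and tests the calcium channel subunits by ANOVA, and these counts do not include that evidence.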

Other observations

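The genes described in this part follow the naming rule, except Sftpd, Gbp8, Cyba, Cybb and Duox2, picked after their values were seen. The largest rises with glucose in Nox4 βKO islets included the following genes. Fga, Fgb and Fgg, the fibrinogen chains, measured 29.9 ± 15.6, 89.7 ± 45.6 and 22.2 ± 11.0 CPM (SD, n = 3) at high glucose, and Fga had no count at low glucose. The chemokine Cxcl5 and the cytokines Lif and Il11 measured 26.7 ± 2.50, 32.9 ± 6.39 and 29.3 ± 1.08 CPM (SD, n = 3), against 0.079, 0.19 and 0.14 CPM at low glucose. Hmox1 rose by 4.23 (standard error 0.28) on the log2 scale, with edgeR adjusted p = 0.000675. Of 15 tested genes of NADPH oxidases and antioxidant defence 10 were higher and none lower at high glucose by edgeR (10 when adjusted over the list alone; camera adjusted p = 2.4e-10, adjusted p = 0.087 with an estimated correlation). The oxidase genes of the list, Cyba, Cybb and Duox2, had -0.44, -1.02 and 1.49 in the authors' deposited glucose comparison that matched the Nox4 βKO counts. Their edgeR adjusted p there was 0.384, 0.206 and 0.309, so the rises were those of antioxidant genes. The acinar share was lower in the same libraries.

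Of 12 stellate and fibroblast genes, 8 were lower at high glucose in Nox4 βKO islets by edgeR (11 when adjusted over the list alone, median -2.33). Of 12 immune genes, 7 were lower and 1 higher (8 and 1 when adjusted over the list alone). The camera adjusted p for these 2 lists was 3.63e-10 and 0.0217, but 0.196 and 0.749 with an estimated correlation. With fry the adjusted p was 0.00305 for the stellate and fibroblast list and 0.148 for the immune list. A fall of either list as a whole therefore depended on the test and its setting. Among the largest falls, Sis measured 16.6 ± 7.10 CPM (SD, n = 3) at low and 0.041 CPM at high glucose, and Cyp3a11 33.7, 229.9 and 30.9 CPM in the 3 low-glucose libraries and 0.021 CPM on average at high glucose, so its low-glucose mean rests mostly on replicate 2. In the authors' deposited glucose comparison taken as that of wild type, Sis had -11.16 and Cyp3a11 -10.51. Whether these transcripts come from islet cells was not tested.

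In the authors' deposited table, Tph1 and Tph2, which encode tryptophan hydroxylases, were 6.37 and 2.90 higher in Nox4 βKO islets at high glucose on the log2 scale, and Cish 1.43 (edgeR adjusted p = 3.56e-18, 2.91e-13 and 1.63e-09). Sftpd and Gbp8 had 6.25 and 3.26 at high glucose in the authors' deposited table. Among the largest rises at high glucose in the authors' deposited table were Adarb2 (8.54), Lrrc55 (7.31) and Kcnj5 (6.74), and among the genes with a Nox4 βKO mean count in the upper part of the table the largest falls were Rcan1 (-1.76), Gsn (-1.18) and Adora1 (-1.10). At low glucose these 3 had -0.06, 0.05 and -0.56 in the authors' deposited table (edgeR adjusted p = 0.976, 0.95 and 0.358), and the difference between glucose conditions was not tested. Wild-type levels were not used here, so the size of rises from a low wild-type level is uncertain. Within Nox4 βKO islets Lrrc55 measured 76.7 ± 65.3 CPM (SD, n = 3) at low and 30.0 ± 9.55 CPM (SD, n = 3) at high glucose.

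Across 14142 genes, which are not independent replicates, the glucose effect in Nox4 βKO islets was set beside the authors' knockout effect. At high glucose the correlation was 0.168, the covariance 0.136 and the same sign was seen for 47.9% of genes. Simulated groups without any change that shared libraries (20 draws) gave 0.489, 0.0699 and 66.1%. At low glucose the correlation was 0.0883 against -0.505 simulated, the covariance 0.0789 against -0.0744 and the same sign 44.6% against 32.7%. The simulated groups held no glucose effect, whereas 3848 genes passed in the data, and such an effect alters a correlation and a share of signs. The simulated correlations and shares of signs are therefore not a like standard, and no conclusion is drawn from them.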
